# The chemotherapeutic drug carboplatin affects macrophage responses to LPS and LPS tolerance via epigenetic modifications

**DOI:** 10.1038/s41598-021-00955-7

**Published:** 2021-11-03

**Authors:** Atsadang Boonmee, Salisa Benjaskulluecha, Patipark Kueanjinda, Benjawan Wongprom, Thitiporn Pattarakankul, Tanapat Palaga

**Keywords:** Drug discovery, Biochemistry, Cytokines, Cancer, Cancer therapy, Immunology, Cytokines, Innate immunity

## Abstract

Following re-exposure to lipopolysaccharide (LPS), macrophages exhibit an immunosuppressive state known as LPS tolerance, which is characterized by repressed proinflammatory cytokine production. LPS-induced tolerance in macrophages is mediated in part by epigenetic changes. Carboplatin, an anticancer chemotherapeutic drug, exerts its effect by inhibiting DNA replication and transcription, as well as through epigenetic modifications. Through an unbiased screen, we found that carboplatin rescued TNF-α and IL-6 production in LPS-tolerant macrophages. Transcriptomic analysis and gene set enrichment analyses revealed that p53 was one of the most significantly upregulated hallmarks in both LPS-primed and LPS-tolerant macrophages in the presence of carboplatin, while E2F and G2/M were the most negatively regulated hallmarks. Heterochromatin protein 1 (HP1-α), which is associated with gene silencing, was significantly reduced in carboplatin-treated LPS-tolerant macrophages at the mRNA and protein levels. Dynamic changes in the mRNA level of genes encoding H3K9me3 methyltransferases, *setdb2, kdm4d*, and *suv39h1* were induced in the presence of carboplatin in LPS-tolerant macrophages. Taken together, we provide evidence that carboplatin treatment interferes with proinflammatory cytokine production during the acute LPS response and LPS tolerance in macrophages, possibly via H3K9me3 modification.

## Introduction

Carboplatin, an antineoplastic drug, is a platinum-based agent classified as an alkylating agent^1^. Its mode of action is mediated by various mechanisms including (1) transferring alkyl groups to the guanine residues of DNA, resulting in DNA fragmentation and the formation of mispaired bases; and (2) forming either inter or intra-strand crosslinks, which causes DNA damage and prevents strand separation during DNA synthesis or transcription^2,3^. Platinum-based compounds, including cisplatin and carboplatin, are the most commonly used treatments for solid tumors, such as ovarian cancer^4^. Carboplatin is known to be more effective and has several toxicological advantages over cisplatin^5^; it exerts its antitumor effects by forming DNA adducts and subsequently inhibiting DNA replication and transcription.

Epigenetic modifications are crucial for normal development and homeostatic maintenance of tissue-specific gene expression in mammalian cells^6^. Interference of epigenetic modification patterns can alter gene expression, causing cells to undergo malignant cellular transformation, leading to abnormal function. It has been shown that global changes in the epigenetic landscape is a hallmark of cancer. A number of studies have reported on anticancer drugs that are linked to epigenetic machinery^7^. Carboplatin has been used to treat various cancers, including testicular, ovarian, brain, bladder, and lung cancers^8–12^. Furthermore, a previous study also showed that carboplatin treatment induces trimethylation of histone H3 lysine 4 (H3K4) and acetylation of histone H3 lysine 9 (H3K9) at reactivated genes of YB5 cells, a cell line derived from SW48 colon cancer cells^13^. These observations point to the potential interference of carboplatin with cellular epigenetic machinery.

It has long been believed that immune memory exists only as a component of adaptive immunity; however, this concept has been revised recently^14^. Traditionally, innate immune responses are thought to be nonspecific and without the capability to adapt. In contrast to the innate immune response, the adaptive immune response to pathogens is specific and able to produce long-lived immunological memory^15^. Emerging evidence suggests that innate immune cells (e.g., macrophages, monocytes, and natural killer cells) are also able to develop memory-like responses to previous encounters against bacterial lipopolysaccharides (LPS)^16^. This innate immune memory manifests as a repressed response known as tolerance, which is postulated to be a compensatory mechanism that helps limit the possible harm caused by an overwhelming immune cell response to stimuli in a successive second exposure. On the other hand, the memory-dependent enhanced response, called trained immunity, aims to improve tissue surveillance and protect against tissue damage caused by the hyperreaction of repeated or chronic infections^17,18^.

It has been reported that tolerance mechanisms involve systemic inflammation resulting in immune paralysis, which has often been found in sepsis patients and leads to secondary infection that can be lethal^19^. To date, increasing evidence of the tolerance mechanisms in sepsis has been linked to epigenetic modifications, including DNA methylation and histone modification^20^. Furthermore, epigenetic changes in LPS-induced tolerant macrophages have been elucidated through histone acetylation and methylation profiling^21^. Certain studies have reported that the processes of inflammation and infection are regulated in part by histone methylation^22^. Methylation of histone H3 at different amino acid side chains has a profound impact on the transcription of genes in the vicinity. H3K4me3 is a representative active histone mark in the promoter of active genes, while H3K9me3 is associated with gene silencing. Thus, inhibition of this process by dampening methyltransferase enzymes (HMTs) or increasing histone demethylase enzymes (KDMs) is a promising adjunct therapy for immune tolerance-mediated diseases.

In this study, we uncovered the effect of carboplatin on the response to LPS and LPS tolerance in macrophages. Based on our detailed study, we proposed that carboplatin might be able to interfere with epigenetic controls, especially alterations in the H3K9 hallmark, and thereby alters responses in LPS-induced tolerant macrophages. This knowledge will allow for a better understanding of the effect of antitumor drugs on innate immune memory, which may have implications for the clinical care of chemotherapy-treated cancer patients.

## Results

### Carboplatin restored LPS-induced production of TNF-α and IL-6 in tolerant macrophages

First, we tested the procedure to induce LPS tolerance in bone marrow-derived macrophages (BMDMs); we monitored the levels of the proinflammatory cytokines TNF-α and IL-6 in BMDMs that were primed with LPS (1° LPS; 100 ng/ml) without carboplatin for 24 h and compared them with BMDMs receiving 1° LPS followed by re-exposure to LPS (2° LPS; 10 ng/ml) for another 3 h (Fig. 1A, upper panel). As expected for the repressed response, the levels of both cytokines dramatically decreased in the tolerant cells compared to the cells primed with a single LPS exposure (Fig. 1B,C and Supplementary Fig. S1). The fold changes were reduced by 21.7- and 1.5-fold for TNF-α and IL-6, respectively. As a result, priming BMDMs with LPS at 100 ng/ml, followed by re-exposure to LPS at 10 ng/ml, clearly induced a tolerized response for TNF-α and IL-6 in BMDMs.

**Figure 1:**
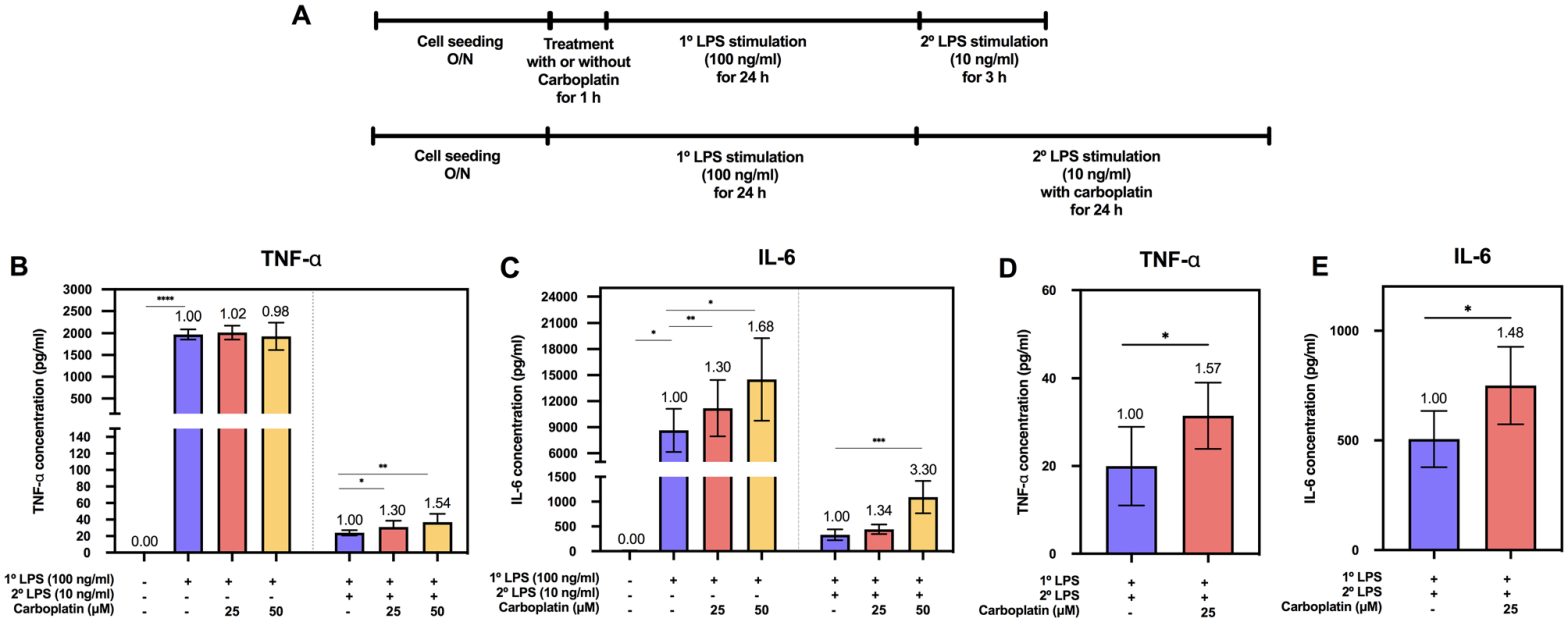
Effect of carboplatin on TNF-α and IL-6 production in LPS-primed and LPS-tolerant macrophages. (**A**) Schematic of the procedures for carboplatin and LPS treatment. BMDMs were pretreated with or without carboplatin (25 or 50 μM) for 1 h prior to LPS priming (1°LPS; 100 ng/ml) for 24 h. After 24 h incubation, cells were challenged with LPS (2°LPS; 10 ng/ml) for 3 h (upper panel) or 24 h (lower panel). (**B**–**E**) TNF-α (**B**,**D**) and IL-6 (**C**,**E**) production after 3 h or 24 h of incubation was measured by ELISA. Data are representative of at least 3 independent experiments. *, **, ***, **** indicate *p* < 0.05, *p* < 0.01, *p* < 0.001, *p* < 0.0001, respectively, using one-way ANOVA. The numbers above the bars indicate fold differences compared to those without carboplatin.

We next determined whether carboplatin affected the primary response to LPS in BMDMs by pretreating cells with or without carboplatin at 25 or 50 µM for 1 h prior to LPS stimulation for 24 h (Fig. 1A, upper panel). Compared to the unstimulated control, the LPS-primed cells had significantly increased cytokine production, as shown in Fig. 1B,C (*p* < 0.05). Notably, a statistically significant difference was not observed in the carboplatin-treated cells in the primed state for TNF-α production, but carboplatin treatment significantly increased the level of IL-6 (Fig. 1C).

We further investigated the effects of carboplatin on LPS-induced tolerance in macrophages. Pretreatment of BMDMs with carboplatin during priming with LPS enhanced TNF-α and IL-6 production compared to that of the untreated control in a dose-dependent manner (Fig. 1B,C and Supplementary Fig. S2) (*p* < 0.05). Next, we asked whether carboplatin also has an effect when added during re-exposure to LPS. A scheme of the procedure is shown in Fig. 1A, lower panel. Carboplatin-treated cells showed significantly higher levels of TNF-α and IL-6 production than vehicle control-treated cells (*p* < 0.05) (Fig. 1D,E). These results indicated that carboplatin reduces LPS-induced tolerance when added during the LPS priming step or the LPS restimulation step.

We then confirmed this phenomenon at the transcript level using qPCR followed the procedure scheme in Fig. 1A, upper panel. As shown in Fig. 2A,B, incubation of macrophages in the presence of carboplatin (25 or 50 µM) for 24 h increased the mRNA levels of both *tnf-α* and *il-6* during the LPS priming step and LPS restimulation in a dose-dependent manner (*p* < 0.05).

**Figure 2:**
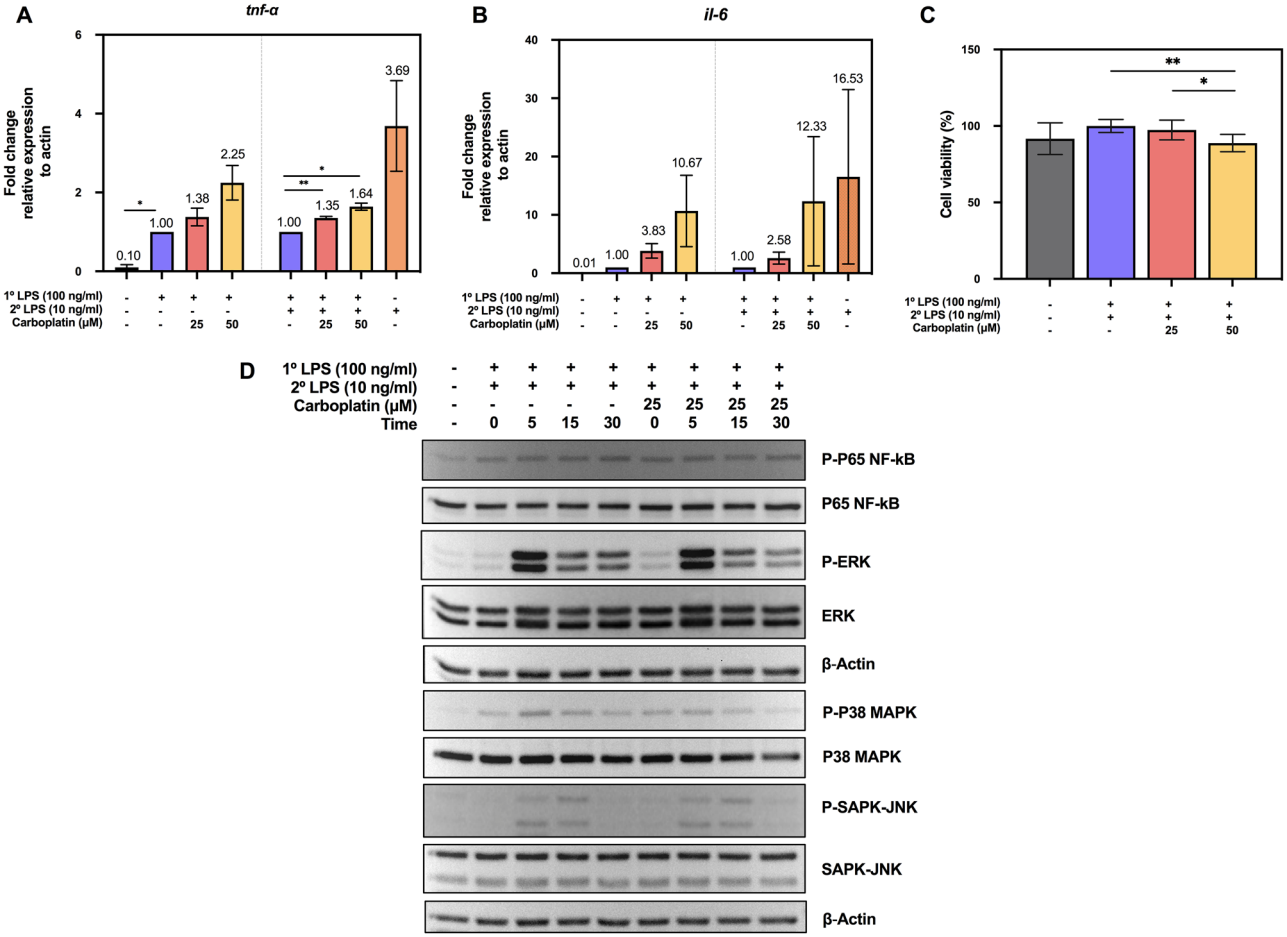
Effects of carboplatin on the transcription of *tnf-*α and *il-6* and the TLR4 signaling pathway. (**A**,**B**) Total RNA from LPS-primed and LPS-tolerant BMDMs with or without carboplatin as described in Fig. 1 was subjected to RT-qPCR for *tnf-α* (**A**) and *il-6* (**B**). Data are representative of 3 biological replicates. *, ** indicate *p* < 0.05 and 0.01, respectively, using one-way ANOVA. The numbers above the bars indicate fold differences compared to the cells without carboplatin. (**C**) Cell viability of LPS-tolerant macrophages in the presence or absence of carboplatin for 24 h was measured using an MTT assay. (**D**) Downstream TLR-4 signaling pathway activity in LPS-primed and LPS-tolerant macrophages with or without carboplatin was detected by western blotting. Actin and total targeted proteins were used as loading controls for each phosphorylated protein. The data shown are representative blots of replicates (n = 3).

Next, we tested whether carboplatin treatment induced cytotoxicity in BMDMs using a tetrazolium dye 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium (MTT) assay. BMDMs were treated with 25 or 50 µM carboplatin and stimulated with LPS (100 ng/ml) for 24 h, followed by restimulation with LPS for another 24 h. We observed that 25 µM carboplatin treatment did not induce cytotoxicity, and the cell viability remained unaltered compared to the control (Fig. 2C). However, cell viability was slightly decreased when using 50 µM carboplatin. Thus, 25 µM carboplatin was used in further experiments.

### Carboplatin did not interfere with the TLR4 signaling pathway in LPS-tolerant macrophages

Stimulation of Toll-like receptor 4 (TLR4) by LPS activates the release of key proinflammatory cytokines that are essential for potent immune responses. Exposure to LPS leads to TLR4-dependent stimulation of the NF-κB, MAPK, ERK and SAPK-JNK pathways. Therefore, we first asked whether the effect of carboplatin on proinflammatory cytokines in LPS-tolerant macrophages involved signaling immediately downstream of TLR4. BMDM cell lysates were harvested after priming with LPS in the presence or absence of carboplatin and re-exposing to secondary LPS stimulation for 0, 5, 15, or 30 min. As shown in Fig. 2D and Supplementary Figs. S3, S4, phosphorylation of NF-κB p65, p-MAPKs, p-ERK and p-SAPK-JNK was readily detected at 5 and 10 min after LPS re-exposure. More importantly, we could not observe any drastic changes in the phosphorylated forms of NF-κB p65, p-MAPKs, p-ERK or p-SAPK-JNK proteins between the control and carboplatin-treated cells (Supplementary Figs. S3, S4). These results suggested that carboplatin treatment did not interfere with the NF-κB or MAPK signaling pathways during LPS-induced tolerance in macrophages.

### Transcriptomic profiles of LPS-tolerant macrophages

We next focused on the transcriptomes of LPS-tolerant macrophages. 

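RNA-Seq libraries came from 18 samples of BMDMs, which are macrophages grown from mouse bone marrow, with 3 biological replicates in each of 6 groups. The groups were unstimulated BMDMs, BMDMs primed with LPS (100 ng/ml) for 24 h, and LPS-tolerant BMDMs, which received LPS (10 ng/ml) for 3 h after priming. LPS-primed and LPS-tolerant BMDMs pretreated with 25 µM carboplatin made up 2 further groups, and the last group received a single dose of LPS (10 ng/ml), for 3 h according to Supplementary Fig. S1A. The authors prepared stranded mRNA libraries, aligned the paired-end reads to GRCm39 with HISAT2 and counted them per gene with HTSeq-count. The deposited values are these counts, without normalization, and 15486 gene symbols had a count above 0 in at least 1 sample. Between 6869667 and 14708099 read pairs per sample were counted on genes, with a median of 8986463. The lowest median of a group was 8344448, in LPS-tolerant BMDMs given carboplatin, and the highest was 10099600, after the single dose of LPS. Counts were normalized by edgeR's TMM method, and 11305 genes passed its expression filter. All 18 samples entered a single fit, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across genes, the deviations of same-numbered samples from their group means correlated at 0.35 on average between groups. Each comparison was therefore also fitted with the replicate number as a block.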

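LPS-primed BMDMs were compared with unstimulated BMDMs over the 11305 tested genes, with DEGs called at |log2FC| > 2 and an adjusted p under 0.05. In total, 845 genes were called, of which 844 changed in the same direction in all 3 same-numbered pairs. Fitted with the replicate block, the comparison gave 887 DEGs, and 835 genes were called by both fits. An unadjusted p under 0.05 was found for 4053 genes, while 565 would be found by chance. The count moved most with the limit lowered to |log2FC| > 1, which gave 1726 DEGs. The fits that each left out one sample gave from 766 to 877 DEGs.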

RNA-Seq transcripts of unstimulated and LPS (100 ng/ml)-primed BMDMs were compared and 975 differentially expressed genes (DEGs) were observed (|log2FC| > 2, *p* < 0.05). 

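The DEGs of LPS-primed BMDMs comprised 385 genes with higher and 460 with lower expression than in unstimulated BMDMs, and 406 and 481 with the replicate block. Scaling by library size alone, in place of TMM, gave 346 and 564 genes and moved the median log2FC of all tested genes from -0.02 to -0.26. Saa3, at 46361422 to 46365576 on chromosome 7 of GRCm39, rose from 1025 ± 264 to 468201 ± 35822 normalized counts (mean ± SD, n = 3 in each group). This was a log2FC of 8.83 (SE 0.27, adjusted p = 5.4e-13). The log2FC of Aoah was 5.78 (SE 0.21) and that of Pla2g7 was 4.12 (SE 0.13). Axl had a log2FC of -2.62 (SE 0.17), Igfbp4 of -2.59 (SE 0.19) and Myo1e of -2.09 (SE 0.13), and all of these genes moved the same way in 3 of 3 pairs. Csta2, with 124 to 838 reads per LPS-primed sample and 0 or 1 in unstimulated samples, was at least 141-fold higher. Ighm, with at most 2 reads in any LPS-primed sample, was at least 304-fold lower. It had 267, 1150 and 1697 reads in unstimulated samples, so that its bound leans on replicates 2 and 3.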

Among these, 421 genes were upregulated and 554 genes were downregulated with LPS priming (Supplementary Table S1). 

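A list of 77 chemotaxis and migration genes was counted among the DEGs of LPS-primed BMDMs. Of its 71 tested genes, 30 were upregulated DEGs, against 2.42 expected from the 385 upregulated DEGs among all tested genes (one-sided Fisher's exact test, adjusted p = 3.2e-25 over 8 tests). The replicate block also gave 30 genes, with an adjusted p of 1.6e-24. The median log2FC of the list was 1.74. Fpr1, which encodes a formyl peptide receptor, had a log2FC of 8.30 (SE 0.45, adjusted p = 8.2e-10), and its log2FC with the block was 8.30 (SE 0.22). The log2FC of Ccl5 was 6.49 (SE 0.46), and all 3 genes named here were higher in 3 of 3 pairs. Itgam, whose gene overlaps Gm49368 on the same strand, had a log2FC of 2.47 (SE 0.20). A further 7 genes of the list were downregulated DEGs, against 2.89 expected (Fisher's exact test, adjusted p = 0.0333). With the block, 6 were downregulated and the test did not pass (adjusted p = 0.108), and with |log2FC| > 1, the alternative that moved this result most, the adjusted p was 0.325 (Fisher's exact tests).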

The most significantly enriched GO terms (*p* < 0.05) among the upregulated genes included myeloid leukocyte migration, cell chemotaxis, regulation of cell–cell adhesion, leukocyte migration, regulation of inflammatory response, and leukocyte cell–cell adhesion (Supplementary Fig. S5). In contrast, the GO terms associated with downregulated genes included chromosome segregation, nuclear division, nuclear chromosome segregation, mitotic nuclear division, sister chromatid segregation, and organelle fission (Supplementary Fig. S5).

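Of 54 G2/M-phase genes, all tested, 38 were downregulated DEGs and 0 were upregulated DEGs. By chance, 2.20 downregulated DEGs would fall in the list (one-sided Fisher's exact test, adjusted p = 3.0e-40), and the replicate block gave 38 genes as well (adjusted p = 1.7e-39). The list had a median log2FC of -2.81. Ccnb2, encoding cyclin B2, fell from 1188 ± 161 to 54.0 ± 11.9 normalized counts (SD, n = 3), a log2FC of -4.46 (SE 0.39, adjusted p = 2.6e-07). The log2FC was -3.78 (SE 0.33) for Plk1 and -4.30 (SE 0.33) for Cdc20, a gene that Elovl1 overlaps on the opposite strand. These 3 genes were lower after LPS priming in 3 of 3 same-numbered pairs. Exact tests on a list treat its genes as independent, which genes of one cell cycle phase are not.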

Next, we analyzed DEGs between LPS-stimulated (10 ng/ml) and LPS-tolerant BMDMs. A total of 1,088 genes were differentially expressed in this comparison (|log2FC| > 2, *p* < 0.05). 

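From the deposited counts, 909 genes differed between LPS-tolerant and LPS-stimulated (10 ng/ml) BMDMs at the same limits, 905 of them in the same direction in all 3 pairs. The fit with the replicate block called 935 genes, of which 893 were shared. In this comparison, 4912 genes had an unadjusted p under 0.05. Lowering the limit to |log2FC| > 1 moved the count to 2271. Leaving out each sample in turn gave from 850 to 937 DEGs.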

We identified 403 upregulated and 685 downregulated genes in LPS-tolerant macrophages (Supplementary Table S2). 

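Here 336 genes were higher and 573 lower in LPS-tolerant than in LPS-stimulated BMDMs, and 352 and 583 with the replicate block. Among the higher genes, Pla2g7 had 18040 ± 744 normalized counts in LPS-tolerant and 788 ± 58.3 in LPS-stimulated BMDMs (SD, n = 3), a log2FC of 4.52 (SE 0.14, adjusted p = 8.0e-13). The log2FC of Arg1 was 8.75 (SE 0.95), with 9218 to 37313 reads in LPS-tolerant samples, and the difference was largest in replicate 1. Il23r had 1 read in a single LPS-stimulated sample and was at least 57.3-fold higher in LPS-tolerant BMDMs. Among the lower genes, Tnfaip2 had a log2FC of -3.69 (SE 0.15) and Stat5a of -4.18 (SE 0.17). Hr, Nox1 and Sele had 0 reads in all 3 LPS-tolerant samples and were at least 38.3-, 34.7- and 52.9-fold lower. Sele had 258, 119 and 87 reads in LPS-stimulated samples, so that its bound leans on replicate 1. All of the genes named for this comparison changed the same way in 3 of 3 pairs.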

Genes that are induced upon LPS re-exposure are defined as nontolerizeable genes, whereas genes that are repressed are termed tolerizeable genes. To understand the physiological roles of the nontolerizeable genes, we performed functional analysis of these genes by GO term enrichment. 

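The chemotaxis and migration genes were also counted among the DEGs of LPS-tolerant BMDMs. Of the 71 tested genes of the list, 14 were higher in LPS-tolerant BMDMs, against 2.11 expected (one-sided Fisher's exact test, adjusted p = 3.3e-08). With the replicate block, 14 were again higher (Fisher's exact test, adjusted p = 6.0e-08). The same list held 15 genes that were lower in LPS-tolerant BMDMs, against 3.60 expected (Fisher's exact test, adjusted p = 3.3e-06), and 17 with the block (adjusted p = 1.3e-07). The median log2FC of the list was 0.16. Genes of oxidative stress response were not analysed as a list here.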

Leukocyte chemotaxis, myeloid leukocyte migration, response to oxidative stress, cell chemotaxis, leukocyte migration, and granulocyte chemotaxis were identified as enriched GO terms among these genes (Supplementary Fig. S6). This finding indicated that LPS-tolerant macrophages may promote the migration of macrophages.

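In LPS-tolerant BMDMs, Fpr1 had 5905 ± 1885 normalized counts and Itgam 26923 ± 1536 (SD, n = 3). After the single dose of LPS, they had 85.2 ± 29.8 and 4950 ± 967 normalized counts. Their log2FC values were 6.13 (SE 0.39) and 2.44 (SE 0.20), and both genes were higher in 3 of 3 pairs. Ccl5 was not called, with a log2FC of 0.64 (SE 0.36, adjusted p = 0.189) and an adjusted p of 0.0609 with the replicate block. From the enriched GO terms of the nontolerizeable genes, the paper proposes that LPS-tolerant macrophages may promote macrophage migration.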

### DEGs in the presence of carboplatin in LPS-primed macrophages

The effects of carboplatin treatment on LPS-primed macrophages were next investigated. We conducted a comparison between the transcripts of LPS-primed macrophages in the presence or absence of carboplatin. 

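LPS-primed BMDMs given carboplatin were compared with LPS-primed BMDMs, with DEGs called at |log2FC| > 2 and an adjusted p under 0.25. The comparison gave 30 DEGs among the 11305 tested genes, and 29 of them changed in the same direction in all 3 same-numbered pairs. With the replicate block, 65 genes were called, including 29 of the 30. Deviations of same-numbered samples correlated at 0.49 on average in this comparison. An unadjusted p under 0.05 was found for 776 genes, and for 1553 with the block, against 565 by chance. At an adjusted p under 0.05, 11 genes were called. As a ratio, the count moved most when only genes with at least 10 counts in every sample were tested, which left 7 DEGs, and |log2FC| > 1 gave 91.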

The differentially expressed genes (|log2FC| > 2, *p* < 0.25) are listed in Table 1. 

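Of the 30 DEGs of LPS-primed BMDMs given carboplatin, 1 was higher with carboplatin and 29 were lower. The replicate block gave 6 higher and 59 lower genes. Of the 30 genes that Table 1 lists with a negative logFC, 22 passed the expression filter and 21 of these were called. Of the 4 genes listed with a positive logFC, 1 passed the filter and was called, and the other 3 had at most 6 reads in any sample of the comparison. All of the 23 tested genes of Table 1 changed in the direction that the paper lists. A further 8 genes lower with carboplatin were called here and are not in Table 1.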

Only a few genes were upregulated in the presence of carboplatin in LPS-primed macrophages (Fig. 3A,B). The actin-dependent regulator of chromatin-encoded genes, *smarcd3,* yielded the highest fold change (8-fold), and the *nr4a2* gene encoding the nuclear receptor also showed a significantly increased fold change of 4.72. 

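Smarcd3, at 24795816 to 24829409 on chromosome 5 of GRCm39, had 6, 3 and 3 reads in the LPS-primed samples given carboplatin and 0 reads in the 3 samples without it. These counts were too low for the expression filter, and the gene was not among the tested genes. Against a floor of 3 reads, Smarcd3 was at least 1.55-fold higher with carboplatin. The Smarcd3 bound rests on replicate 1, with 8.10 normalized counts against 2.82 and 3.02 in the other samples, near the floor. Tested with edgeR without the filter, a setting applied to this gene after its counts were seen, it had an adjusted p of 0.389. Nr4a2 was the only upregulated DEG, with 21.3 ± 5.36 normalized counts in the presence and 5.07 ± 3.73 in the absence of carboplatin (SD, n = 3). Its log2FC was 2.02 (SE 0.58, adjusted p = 0.247 from edgeR), and it was higher in 3 of 3 pairs. With the replicate block its log2FC was 1.95 (SE 0.56, adjusted p = 0.0924), just short of the log2FC limit. Its log2FC ranged from 1.57 to 2.63 when each sample was left out in turn, and it was called in 1 of these 6 fits.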

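Sox5 spans 954 kb of chromosome 6, from 143774151 to 144727703 on GRCm39. It had 1, 2 and 8 reads in the LPS-primed samples given carboplatin and 28, 65 and 57 reads in those without. In normalized counts these were 3.76 ± 3.73 and 52.4 ± 22.2 (SD, n = 3), a log2FC of -3.71 (SE 0.88, adjusted p = 0.101 from edgeR). With the replicate block, the log2FC of Sox5 was -3.91 (SE 0.68, adjusted p = 0.00473), and it was lower in 3 of 3 pairs. E2f7, at 110581300 to 110623245 on chromosome 10, had at most 2 reads per sample with carboplatin and 5 to 18 without, so that it was at least 4.64-fold lower. Its adjusted p was 0.131, and 0.0319 with the block. Of the 6 fits that each left out one sample, 3 called Sox5 and 2 called E2f7. Ska1 and Exo1 were likewise at least 5.08- and 5.70-fold lower. The Exo1 bound leans on LPS-primed replicate 2, with 31 reads against 8 in the other samples without carboplatin. Its call was lost in 4 of the 6 fits, and that of Ska1 in 0. Genes with more reads were called with smaller p values, among them Bcas3, whose log2FC was -2.33 (SE 0.21, adjusted p = 5.0e-05). Wwox had a log2FC of -2.70 (SE 0.28), Macrod1 of -2.63 (SE 0.30), Scfd2 of -2.53 (SE 0.33) and Smyd3 of -2.36 (SE 0.27), each lower in 3 of 3 pairs.

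**Figure D1:**
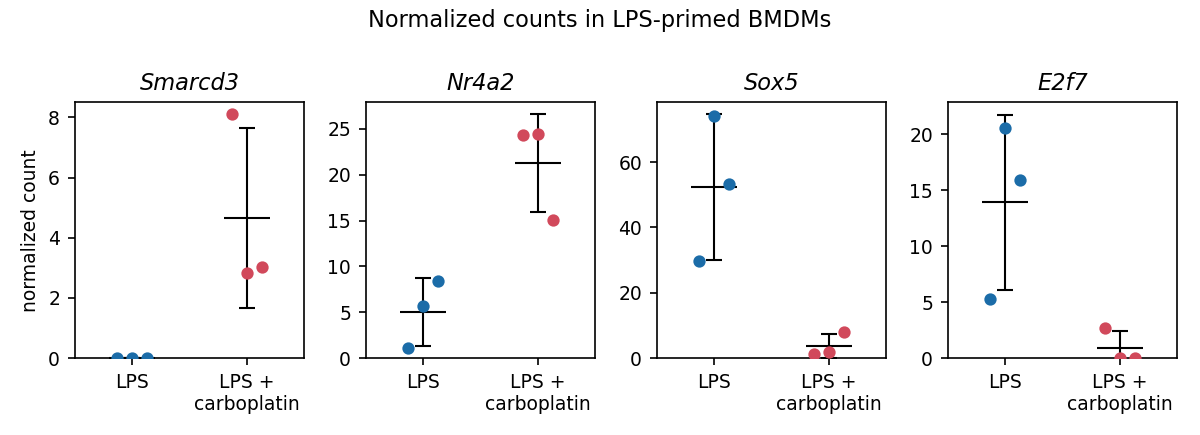
Normalized counts (vertical axes, counts after TMM scaling) of Smarcd3, Nr4a2, Sox5 and E2f7 in LPS-primed BMDMs without and with carboplatin, with 1 point per sample and bars for the mean and SD of 3 samples. Smarcd3 has 0 counts in all samples without carboplatin and a mean of 4.65 with it, and the mean of E2f7 falls from 13.9 to 0.90.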

For downregulated genes, the two transcription factor-encoding genes *sox5* and *e2f7* were differentially downregulated as much as 14-fold in the presence of carboplatin.

**Table 1:** Lists of DEGs in LPS-primed BMDMs in the presence of carboplatin, |log2FC| > 2, *p* < 0.25.

ENSEMBL ID	Gene name	Gene function	logFC	Adj. *p*-val
ENSMUSG00000091844	*Gm8251*	Predicted gene 8251	3.44	0.03589
ENSMUSG00000028949	*Smarcd3*	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d	3.13	0.07877
ENSMUSG00000024131	*Slc3a1*	Solute carrier family 3, member 1	3.09	0.05431
ENSMUSG00000026826	*Nr4a2*	Nuclear receptor subfamily 4, group A	2.24	0.17813

ENSEMBL ID	Gene name	Gene function	logFC	Adj. *p*-val
ENSMUSG00000036223	*Ska1*	Spindle and kinetochore associated complex subunit 1	− 4.32	0.04540
ENSMUSG00000056899	*Immp2l*	IMP2 inner mitochondrial membrane peptidase-like (*S. cerevisiae*)	− 4.00	0.01472
ENSMUSG00000041540	*Sox5*	Transcription factor SOX-5	− 3.83	0.05739
ENSMUSG00000020185	*E2f7*	E2F transcription factor 7	− 3.82	0.09730
ENSMUSG00000030785	*Cox6a2*	Cytochrome *c* oxidase subunit 6A2	− 3.75	0.07452
ENSMUSG00000023826	*Prkn*	Parkin RBR E3 ubiquitin protein ligase	− 3.46	0.07675
ENSMUSG00000037196	*Pacrg*	PARK2 coregulated	− 3.43	0.11014
ENSMUSG00000062461	*Rpl27a-ps4*	Ribosomal protein L27A, pseudogene 4	− 3.29	0.05708
ENSMUSG00000039748	*Exo1*	Exonuclease 1	− 3.10	0.24044
ENSMUSG00000042010	*Acacb*	Acetyl-Coenzyme A carboxylase beta	− 3.09	0.10956
ENSMUSG00000031129	*Slc9a9*	Solute carrier family 9 (sodium/hydrogen exchanger), member 9	− 2.95	0.22418
ENSMUSG00000068740	*Celsr2*	Cadherin, EGF LAG seven-pass G-type receptor 2	− 2.91	0.10260
ENSMUSG00000031144	*Syp*	Synaptophysin	− 2.88	0.05760
ENSMUSG00000003992	*Ssbp2*	Single-stranded DNA binding protein 2	− 2.86	0.14330
ENSMUSG00000004637	*Wwox*	WW domain-containing oxidoreductase	− 2.82	0.00012
ENSMUSG00000049744	*Arhgap15*	Rho GTPase activating protein 15	− 2.81	0.00455
ENSMUSG00000029361	*Nos1*	Nitric oxide synthase 1, neuronal	− 2.74	0.12224
ENSMUSG00000052062	*Pard3b*	Par-3 family cell polarity regulator beta	− 2.65	0.22816
ENSMUSG00000022748	*Cmss1*	Cms small ribosomal subunit 1	− 2.64	0.10956
ENSMUSG00000062110	*Scfd2*	Sec1 family domain containing 2	− 2.61	0.00121
ENSMUSG00000064202	*4430402I18Rik*	Spermatogenesis associated 6 like	− 2.60	0.13591
ENSMUSG00000036278	*Macrod1*	Mono-ADP ribosylhydrolase 1	− 2.60	0.00123
ENSMUSG00000063458	*Lrmda*	Leucine rich melanocyte differentiation associated	− 2.49	0.17658
ENSMUSG00000055067	*Smyd3*	SET and MYND domain containing 3	− 2.36	0.00333
ENSMUSG00000074818	*Pdzd7*	PDZ domain containing 7	− 2.35	0.15092
ENSMUSG00000059439	*Bcas3*	BCAS3 microtubule associated cell migration factor	− 2.32	0.00012
ENSMUSG00000054733	*Msra*	Methionine sulfoxide reductase A	− 2.30	0.04540
ENSMUSG00000038372	*Gmds*	GDP-mannose 4,6-dehydratase	− 2.25	0.05739
ENSMUSG00000061533	*Cep128*	Centrosomal protein 128	− 2.10	0.06959
ENSMUSG00000020604	*Arsg*	Arylsulfatase G	− 2.05	0.23980

**Figure 3:**
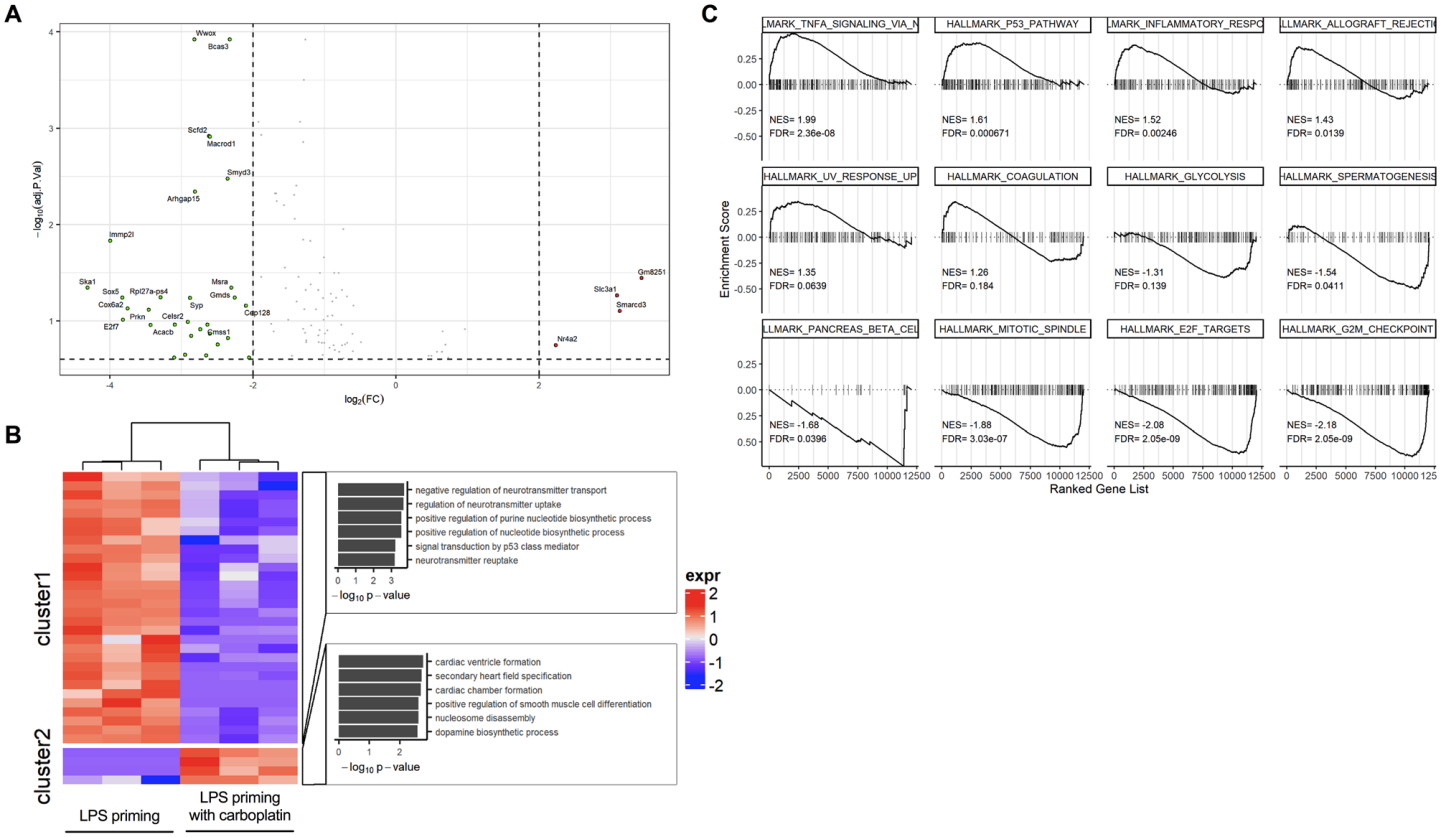
Transcriptomics of LPS-primed macrophages in the presence of carboplatin. (**A**) BMDMs were pretreated with or without carboplatin (25 μM) for 1 h before stimulation with LPS (100 ng/ml) for 24 h. RNA-Seq was performed as described in the “Materials and methods”. Volcano plot showing DEGs of LPS-primed macrophages with or without carboplatin. |log2FC| > 2, *p* < 0.25. (**B**) Heatmap and GO terms associated with DEGs. (**C**) GSEA showing positive and negative hallmark gene sets in LPS-primed macrophages treated with carboplatin.

The effect of carboplatin on associated pathways in LPS priming was analyzed using gene set enrichment analysis (GSEA). 

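Gene lists standing beside the hallmark gene sets were tested in LPS-primed BMDMs with limma's camera, with Benjamini-Hochberg adjustment over 18 tests of 9 lists in both carboplatin comparisons. A list of 162 tested TNF and NF-κB response genes shifted up (adjusted p = 8.5e-05), with a median log2FC of 0.13 against 0.01 for all genes and 107 genes above 0. With the replicate block, the adjusted p was 1.7e-05. The 51 tested p53 target genes also shifted up (adjusted p = 1.4e-05, and 1.8e-05 with the block), with a median log2FC of 0.24 and 40 genes above 0. Both medians were above that of all genes in 3 of 3 pairs. The 149 tested inflammatory response genes did not shift (adjusted p = 0.447, and 0.315 with the block), with a median log2FC of 0.03 and a positive shift in 2 of 3 pairs. Their preranked enrichment by fgsea had an adjusted p of 0.0015. With the correlation between genes estimated for each list, 0 of the 18 tests passed, the adjusted p ranged from 0.17 upwards for the lists that had passed, and 5 tests had an unadjusted p under 0.05. Exchanging the carboplatin labels within replicate 2, within replicate 3 or within both gave 3, 1 and 4 lists past the threshold, against 5 in the real comparison. Nfkbia did not change, with a log2FC of 0.00 (SE 0.17), and was -0.01 with the block.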

TNF signaling, the p53 pathway, and inflammatory response hallmark gene sets were shown to be positively regulated (FDR < 0.05, Fig. 3C). 

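The 42 tested S-phase genes, which include E2F targets, had a median log2FC of -0.47 in LPS-primed BMDMs given carboplatin, and 33 of them were below 0. The shift had an adjusted p of 8.4e-07 by limma's camera, and 6.6e-06 with the replicate block. The median log2FC of the 54 G2/M-phase genes was -0.97, with 45 genes below 0 (adjusted p = 1.6e-18, and 6.3e-19 with the block). For the 178 tested mitotic spindle genes, the median was -0.07, with 103 genes below 0 (adjusted p = 8.5e-05, and 6.1e-05 with the block). Each of the 3 lists was lower than the median of all genes in 3 of 3 pairs. Plk1 fell from 76.4 ± 16.8 to 24.1 ± 4.37 normalized counts (SD, n = 3), a log2FC of -1.66 (SE 0.36, adjusted p = 0.0589, and 0.00595 with the block). The log2FC was -1.43 (SE 0.43, adjusted p = 0.276, and 0.0239 with the block) for Ccnb2 and -0.91 (SE 0.35) for Cdc20. Among S-phase genes, it was -1.18 (SE 0.44) for Mcm5 and -1.13 (SE 0.64) for Rrm2, with adjusted p of 0.482 and 0.821, and 0.109 and 0.353 with the block. E2f8 had a log2FC of -0.68 (SE 0.43), and both Rrm2 and E2f8 fell in only 2 of 3 pairs.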

Hallmark gene sets of E2F, the G2/M checkpoint and the mitotic spindle were significantly downregulated (FDR < 0.05, Fig. 3C). Glycolysis hallmark gene sets were also found to be negatively regulated, suggesting that carboplatin has a negative impact on the metabolic switch following LPS stimulation.

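A list of 22 genes of glycolytic enzymes had a median log2FC of -0.06 in LPS-primed BMDMs given carboplatin, and 16 of the genes were below 0. The shift did not pass the threshold (adjusted p = 0.508 by limma's camera, and 0.351 with the replicate block), and it was negative in 2 of 3 pairs. Preranked enrichment by fgsea pointed in the opposite direction (adjusted p = 0.757). Ldha had 26352 ± 4286 normalized counts with carboplatin and 28473 ± 3464 without (SD, n = 3), a log2FC of -0.11 (SE 0.20). The log2FC was -0.07 (SE 0.15) for Pgk1 and -0.15 (SE 0.30) for Hk2, all smaller than their standard errors. From the hallmark gene sets, the paper proposes that carboplatin has a negative impact on the metabolic switch that follows LPS stimulation.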

### Carboplatin-induced changes in the transcriptomic profiles of LPS-tolerant macrophages

To gain insights into how carboplatin affects LPS tolerance in macrophages, we performed a comparison between the transcripts of carboplatin-treated and untreated LPS-tolerant macrophages. Fifty DEGs (|log2FC| > 2, *p* < 0.25) were identified (Table 2, Fig. 4A,B). 

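From the deposited counts, 44 genes differed between LPS-tolerant BMDMs with and without carboplatin at these limits, all in the same direction in all 3 same-numbered pairs. With the replicate block, 82 genes were called, including 41 of the 44, and same-numbered deviations correlated at 0.51 on average. An unadjusted p under 0.05 was found for 761 genes, and for 1398 with the block. As a ratio, the count moved most with a minimum of 10 counts in every sample, which left 12 DEGs, and |log2FC| > 1 gave 112. Of the 44 genes, 6 were higher and 38 lower with carboplatin, and 20 and 62 with the block. Of the 40 genes that Table 2 lists with a negative logFC, 31 passed the expression filter and 26 were called, and of the 10 listed with a positive logFC, 5 passed the filter and 4 were called. All 36 tested genes of Table 2 changed in the direction that the paper lists.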

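Tnfsf4, at 161222980 to 161245981 on chromosome 1 of GRCm39, encodes a ligand of the tumor necrosis factor family. It had 22, 7 and 11 reads in the LPS-tolerant samples given carboplatin and at most 2 in those without. Tnfsf4 was therefore at least 5.21-fold higher, a bound that leans on replicate 1. In the fits that each left out one sample, its call was lost in 3 of 6. The gene was higher in 3 of 3 pairs (adjusted p = 0.12 from edgeR, and 0.0487 with the replicate block). Gnmt, at 47036587 to 47040107 on chromosome 17, encodes a glycine N-methyltransferase and overlaps Pex6 on the opposite strand. It had 7, 5 and 2 reads with carboplatin and 0 without, too few for the expression filter, and was at least 1.86-fold higher. Tested without the filter, Gnmt had an adjusted p of 0.227. Slc40a1, with 37.5 ± 15.4 normalized counts in the presence and 2.95 ± 1.49 in the absence of carboplatin (SD, n = 3), had the smallest p of the upregulated DEGs. Its log2FC was 3.55 (SE 0.56, adjusted p = 0.00448, and 0.00228 with the block). The other upregulated DEGs were Mok, Mss51, Casp12 and Cabyr. The log2FC was 2.21 (SE 0.58) for Mok and 2.15 (SE 0.57) for Mss51, and Casp12 was at least 1.97-fold higher. Casp12 had 9, 2 and 4 reads with carboplatin, so that its bound leans on replicate 1. Of the 6 fits that each left out one sample, 3 did not call Casp12, 3 did not call Mok and 4 did not call Mss51.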

The tumor necrosis factor ligand-encoding gene *tnfsf4* and the glycine *N*-methyltransferase-encoding gene *gnmt* were upregulated in LPS-tolerant macrophages in the presence of carboplatin. Significantly upregulated pathways with an FDR < 0.05 included p53 pathway. Conversely, among the downregulated genes, *sox5,* encoding a transcription factor, was downregulated 18-fold. 

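In LPS-tolerant BMDMs given carboplatin, the 51 p53 target genes had a median log2FC of 0.21, and 40 of them were above 0. The upward shift had an adjusted p of 3.8e-05 by limma's camera, and 4.3e-05 with the replicate block, and it appeared in 3 of 3 pairs. With the correlation between genes estimated for the list, its adjusted p was 0.17. The TNF and NF-κB response genes did not pass (adjusted p = 0.0914, and 0.0767 with the block), with a median log2FC of 0.05 and an upward shift in 2 of 3 pairs.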

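Sox5 had 0, 1 and 12 reads in the LPS-tolerant samples given carboplatin and 29, 53 and 50 in those without. The normalized counts were 4.06 ± 6.06 and 44.7 ± 7.44 (SD, n = 3), a log2FC of -3.28 (SE 0.86, adjusted p = 0.144 from edgeR), which is 9.73-fold lower. The replicate block gave a log2FC of -3.56 (SE 0.67, adjusted p = 0.00812), and Sox5 was lower in 3 of 3 pairs. Leaving out each sample in turn moved its log2FC between -5.94 and -2.80, and it was called in 2 of these 6 fits. Slc24a3 was at least 4.86-fold lower, Esr1 at least 2.52-fold and Pimreg at least 5.98-fold. The log2FC was -2.20 (SE 0.26, adjusted p = 6.4e-04) for Trappc9 and -2.17 (SE 0.30) for Bbs9. Lrba and Macrod1 both had a log2FC of -2.01, close to the limit, with SE 0.31 and 0.29.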

Hedgehog, E2F, mitotic spindle and G2/M checkpoint hallmark gene sets were statistically downregulated (FDR < 0.5, Fig. 4C). These results indicated that carboplatin treatment severely influenced cell cycle-associated genes.

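In LPS-tolerant BMDMs given carboplatin, the median log2FC of the 54 G2/M-phase genes was -0.89, and 45 of them were below 0 (adjusted p = 3.6e-21 by limma's camera, and 1.1e-20 with the replicate block). The 178 mitotic spindle genes had a median of -0.14, with 113 below 0 (adjusted p = 3.3e-07, and 8.8e-08 with the block). For the 42 S-phase genes, the median was -0.22, with 34 below 0 (adjusted p = 1.2e-04, and 8.5e-04 with the block). The 21 tested Hedgehog pathway genes had a median of -0.20, with 17 below 0. Their shift had an adjusted p of 0.0666, and passed the 0.05 threshold with the block (adjusted p = 0.0234). All 4 lists were lower than the median of all genes in 3 of 3 pairs. Exchanging the carboplatin labels within replicate 2, within replicate 3 or within both gave 2, 4 and 5 lists past the threshold, against 4 in the real comparison. With the correlation between genes estimated for each list, the adjusted p was 0.17 for the G2/M-phase genes and 0.455 for the S-phase genes.

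**Figure D2:**
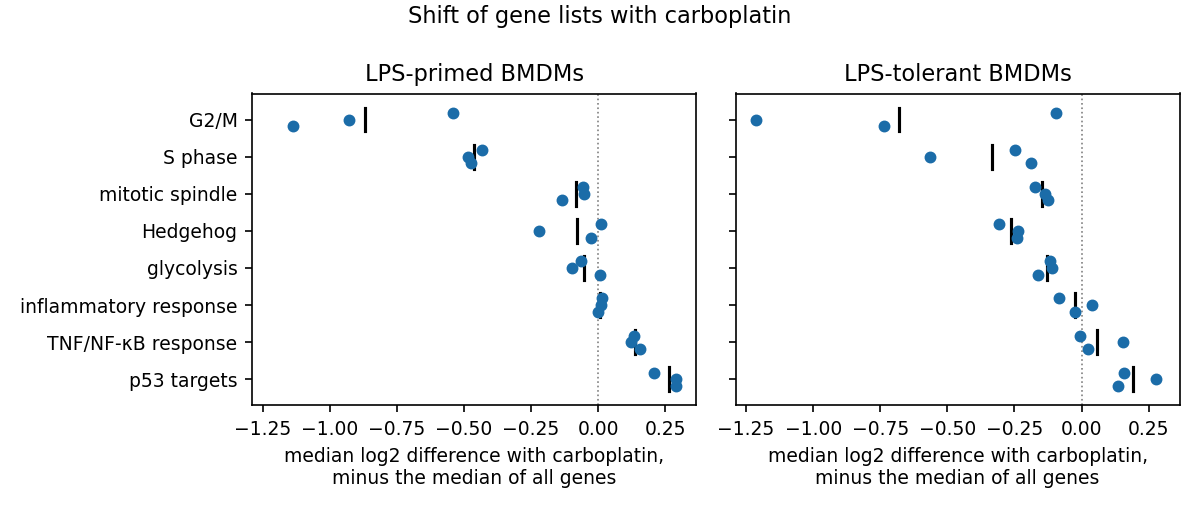
Median log2 difference with carboplatin of 8 gene lists, minus the median of all genes (horizontal axes, log2), in LPS-primed and LPS-tolerant BMDMs, with 1 point per same-numbered pair and a bar for the mean of the 3 pairs. G2/M-phase genes lie below 0 in every pair, at -0.09, -1.21 and -0.73 in LPS-tolerant BMDMs, and p53 targets lie above 0 in every pair.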

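Plk1 fell from 85.2 ± 23.2 to 18.1 ± 5.87 normalized counts in LPS-tolerant BMDMs given carboplatin (SD, n = 3), a log2FC of -2.23 (SE 0.37, adjusted p = 0.00723 from edgeR, and 6.9e-04 with the replicate block). Ccnb2 had a log2FC of -1.87 (SE 0.45) and Cdc20 of -1.42 (SE 0.35), without reaching the log2FC limit. The S-phase genes Rrm2, E2f8 and Mcm5 had log2FC values of -1.55 (SE 0.66), -1.09 (SE 0.44) and -0.81 (SE 0.45), with adjusted p of 0.669, 0.601 and 0.853, and 0.246, 0.186 and 0.357 with the block. These 6 genes were lower with carboplatin in 3 of 3 pairs. Carboplatin changed 13 genes past the limits in both LPS-primed and LPS-tolerant BMDMs, including Sox5, E2f7 and Kif2c. All 29 genes called lower in LPS-primed BMDMs also had a negative log2FC in LPS-tolerant BMDMs. All 38 called lower in LPS-tolerant BMDMs had one in LPS-primed BMDMs. Of the 6 genes called higher in LPS-tolerant BMDMs, 5 had a positive log2FC in LPS-primed BMDMs. The 1 gene called higher in LPS-primed BMDMs had a positive log2FC in LPS-tolerant BMDMs. A test of the difference between the carboplatin effects of the 2 states called 0 genes, and 0 with the block. An unadjusted p under 0.05 was found for 1.16% of the genes, and for 330 genes (2.92%) with the block, against 5% by chance. With so few small p values the test may miss differences, and its 0 calls do not show that the effects are equal. From the DEGs and hallmark gene sets, the paper concludes that carboplatin severely influenced genes associated with the cell cycle.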

**Table 2:** Lists of DEGs in LPS-tolerant macrophages in the presence of carboplatin, |log2FC| > 2, *p* < 0.25.

ENSEMBL ID	Gene name	Gene function	logFC	Adj. *p*-val
ENSMUSG00000025993	*Slc40a1*	Solute carrier family 40 (iron-regulated transporter)	3.41	0.0765
ENSMUSG00000019590	*Cyb561*	Cytochrome *b*-561	3.40	0.0959
ENSMUSG00000026700	*Tnfsf4*	Tumor necrosis factor (ligand) superfamily	3.38	0.1660
ENSMUSG00000002769	*Gnmt*	Glycine *N*-methyltransferase	3.28	0.1603
	*D830031N03Rik*	RIKEN cDNA D830031N03 gene	3.10	0.1614
ENSMUSG00000038569	*Rad9b*	RAD9 checkpoint clamp component B	2.89	0.0947
ENSMUSG00000025887	*Casp12*	Caspase 12	2.81	0.1316
ENSMUSG00000051984	*Sec31b*	Sec31 homolog B (S. cerevisiae)	2.76	0.2181
ENSMUSG00000021903	*Galnt15*	Polypeptide *N*-acetylgalactosaminyltransferase 14	2.33	0.2104
ENSMUSG00000021815	*Mss51*	MSS51 mitochondrial translational activator	2.14	0.1858

ENSEMBL ID	Gene name	Gene function	logFC	Adj. *p*-val
ENSMUSG00000037196	*Pacrg*	PARK2 coregulated-like	− 4.54	0.0224
ENSMUSG00000041540	*Sox5*	Transcription factor SOX-5	− 4.20	0.0680
ENSMUSG00000063873	*Slc24a3*	Sodium/potassium/calcium exchanger	− 4.19	0.1311
ENSMUSG00000001403	*Ube2c*	Phospholipase C	− 3.81	0.0765
ENSMUSG00000029516	*Cit*	Ubiquitin-conjugating enzyme E2C	− 3.55	0.2159
ENSMUSG00000027316	*Gfra4*	Glial cell line derived neurotrophic factor family receptor alpha 4	− 3.47	0.1548
ENSMUSG00000051177	*Plcb1*	Phospholipase C, beta 1	− 3.44	0.1309
ENSMUSG00000023826	*Prkn*	Parkin RBR E3 ubiquitin protein ligase	− 3.42	0.1209
ENSMUSG00000004668	*Abca13*	ATP-binding cassette, subfamily A (ABC1)	− 3.33	0.1504
ENSMUSG00000019768	*Esr1*	Estrogen receptor 1 (alpha)	− 3.32	0.0899
ENSMUSG00000060429	*Sntb1*	Syntrophin, basic 1	− 3.24	0.0780
ENSMUSG00000039578	*Ccser1*	Coiled-coil serine rich 1	− 3.24	0.1345
ENSMUSG00000019996	*Map7*	Microtubule-associated protein 7	− 3.14	0.1843
ENSMUSG00000031129	*Slc9a9*	Solute carrier family 9 (sodium/hydrogen exchanger)	− 3.13	0.1858
ENSMUSG00000026768	*Itga8*	Integrin alpha 8	− 3.10	0.1474
ENSMUSG00000050965	*Prkca*	Protein kinase C, alpha	− 3.07	0.1345
ENSMUSG00000056899	*Immp2l*	IMP2 inner mitochondrial membrane peptidase-like (*S. cerevisiae*)	− 3.05	0.1209
ENSMUSG00000063568	*Jazf1*	JAZF zinc finger 1	− 3.02	0.1953
ENSMUSG00000078922	*Tgtp1*	T cell specific GTPase 1	− 2.93	0.1311
ENSMUSG00000059060	*Rad51b*	RAD51 paralog B	− 2.84	0.1396
ENSMUSG00000021097	*Clmn*	Calmin	− 2.78	0.0935
ENSMUSG00000036777	*Anln*	Anillin	− 2.74	0.1646
ENSMUSG00000038372	*Gmds*	GDP-mannose 4,6 dehydratase	− 2.61	0.0526
ENSMUSG00000035441	*Myo1d*	Myosin ID	− 2.60	0.2417
ENSMUSG00000063458	*Lrmda*	Leucine rich melanocyte differentiation associated	− 2.56	0.0959
ENSMUSG00000049744	*Arhgap15*	Rho GTPase-activating protein	− 2.52	0.0302
ENSMUSG00000045667	*Smtnl2*	Smoothelin-like 2	− 2.48	0.1107
ENSMUSG00000020598	*Nrcam*	Neuronal cell adhesion molecule	− 2.46	0.2104
ENSMUSG00000054733	*Msra*	Methionine sulfoxide reductase A	− 2.39	0.0269
ENSMUSG00000031274	*Col4a5*	Collagen, type IV, alpha 5	− 2.38	0.1660
ENSMUSG00000022021	*Diaph3*	Protein diaphanous homolog 3	− 2.37	0.2453
ENSMUSG00000039109	*F13a1*	Coagulation factor XIII A chain	− 2.28	0.1970
ENSMUSG00000047921	*Trappc9*	Trafficking protein particle complex subunit 9	− 2.28	0.0008
ENSMUSG00000030867	*Plk1*	Serine/threonine-protein kinase PLK1 (polo like kinase 1)	− 2.25	0.2104
ENSMUSG00000052928	*Ctif*	Cliff drop aversion	− 2.17	0.1311
ENSMUSG00000035919	*Bbs9*	Protein PTHB1	− 2.12	0.0254
ENSMUSG00000056602	*Fry*	FRY microtubule binding protein	− 2.12	0.1558
ENSMUSG00000061533	*Cep128*	Centrosomal protein of 128 kDa	− 2.07	0.1162
ENSMUSG00000036278	*Macrod1*	ADP-ribose glycohydrolase MACROD1	− 2.07	0.0165
ENSMUSG00000028080	*Lrba*	Lipopolysaccharide-responsive and beige-like anchor protein	− 2.01	0.0165

**Figure 4:**
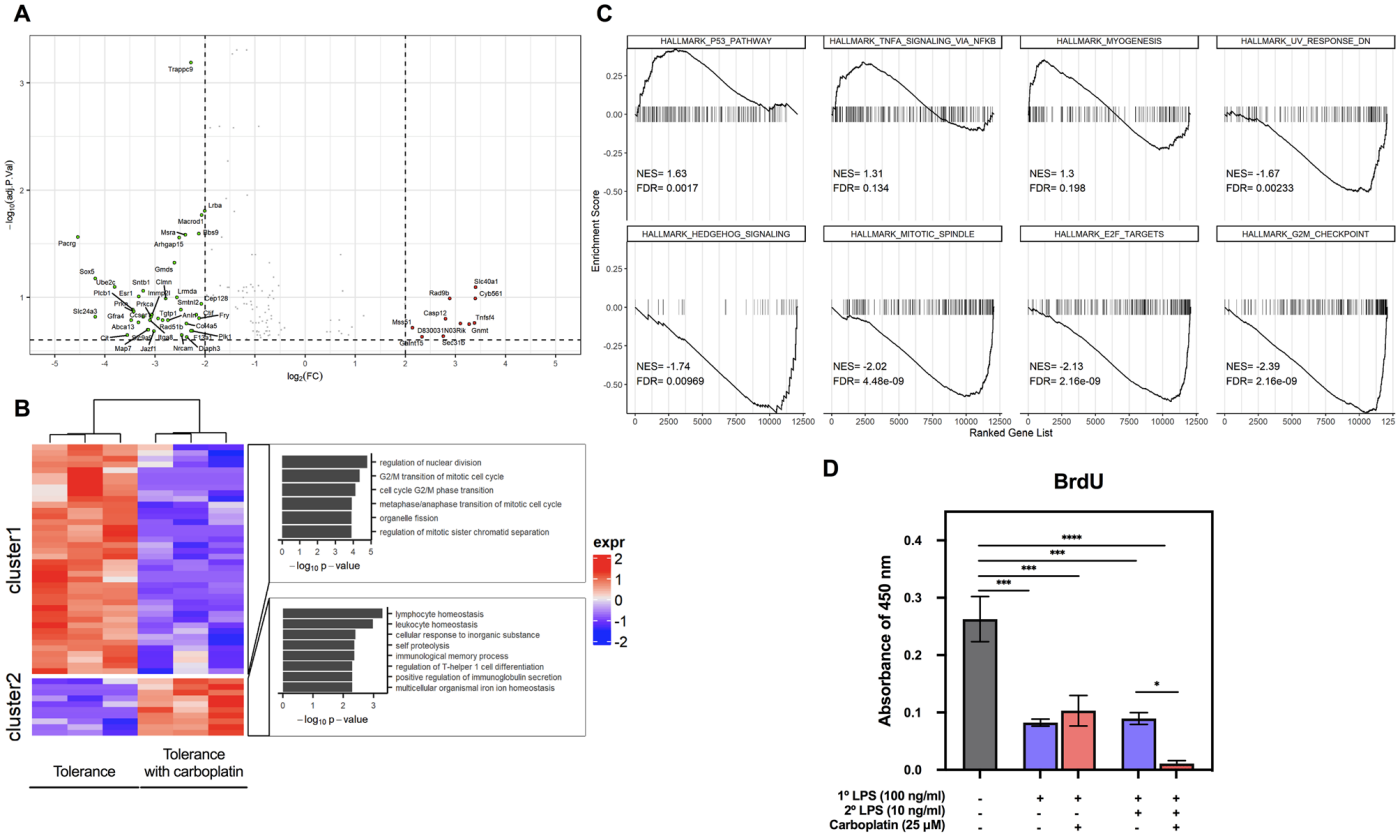
Transcriptomics of LPS-tolerant macrophages in the presence of carboplatin. (**A**) BMDMs were pretreated with or without carboplatin (25 μM) for 1 h before stimulation with LPS (100 ng/ml) for 24 h. The medium was removed, and fresh medium with LPS (10 ng/ml) was added to induce LPS-tolerant macrophages. RNA was harvested at 3 h, and RNA-Seq was performed as described in the “Materials and methods”. Volcano plot showing differentially expressed genes of LPS-induced tolerant macrophages with or without carboplatin. |log2FC| > 2, *p* < 0.25. (**B**) Heatmap and GO terms associated with differentially expressed genes. (**C**) GSEA showing positive and negative hallmark gene sets in LPS-induced tolerant macrophages treated with carboplatin. (**D**) A BrdU incorporation assay was performed using carboplatin-treated LPS-primed and LPS-tolerant macrophages for 24 h. *, **, ***, **** indicate *p* < 0.05, *p* < 0.01, *p* < 0.001, *p* < 0.0001, respectively, using one-way ANOVA.

Because carboplatin downregulated genes involved in cell cycle transition, we next tested whether carboplatin interfered with cell cycle progression upon LPS stimulation using bromodeoxyuridine (BrdU) analysis. LPS priming alone significantly reduced BrdU uptake, while carboplatin treatment did not change the level of BrdU incorporation (Fig. 4D). On the other hand, as predicted from the transcriptomic analysis, a significant reduction in BrdU uptake was observed in carboplatin-treated LPS-tolerant macrophages. Therefore, we confirmed that carboplatin treatment during LPS priming led to reduced cell cycle progression in LPS-tolerant BMDMs.

### Effect of carboplatin on global histone modifications

It was previously reported that carboplatin altered histone modifications such as histone H3 lysine 4 trimethylation (H3K4me3) and histone H3 lysine 9 acetylation (H3K9) at reactivated genes in cancer cells^13^. Because LPS tolerance is partially regulated by histone modification, we therefore investigated global histone profiles, including repressive marks (H3K27me3 and H3K9me3) and active marks (H3K4me3 and H3K27Ac), during LPS priming and LPS re-exposure with or without carboplatin. Cell lysates were harvested for western blot analyses after 24 h of LPS priming or following 3 h of secondary LPS stimulation, with or without carboplatin (25 or 50 µM). The levels of H3K27me3 were maintained at relatively constant levels in all conditions (Fig. 5A, Supplementary Figs. S7, S8). The level of H3K27Ac decreased with LPS priming and remained at a low level during LPS re-exposure regardless of carboplatin treatment. However, significant decreased H3K4me3 by carboplatin treatment during priming was observed but the difference was not found in LPS-tolerant macrophages (Fig. 5A,B). Moreover, a significant reduction in H3K9me3 level was detected in carboplatin-treated LPS-tolerant macrophages (Fig. 5A,C; Supplementary Figs. S7, S8). These results suggest that carboplatin may interfere with global histone modifications.

**Figure 5:**
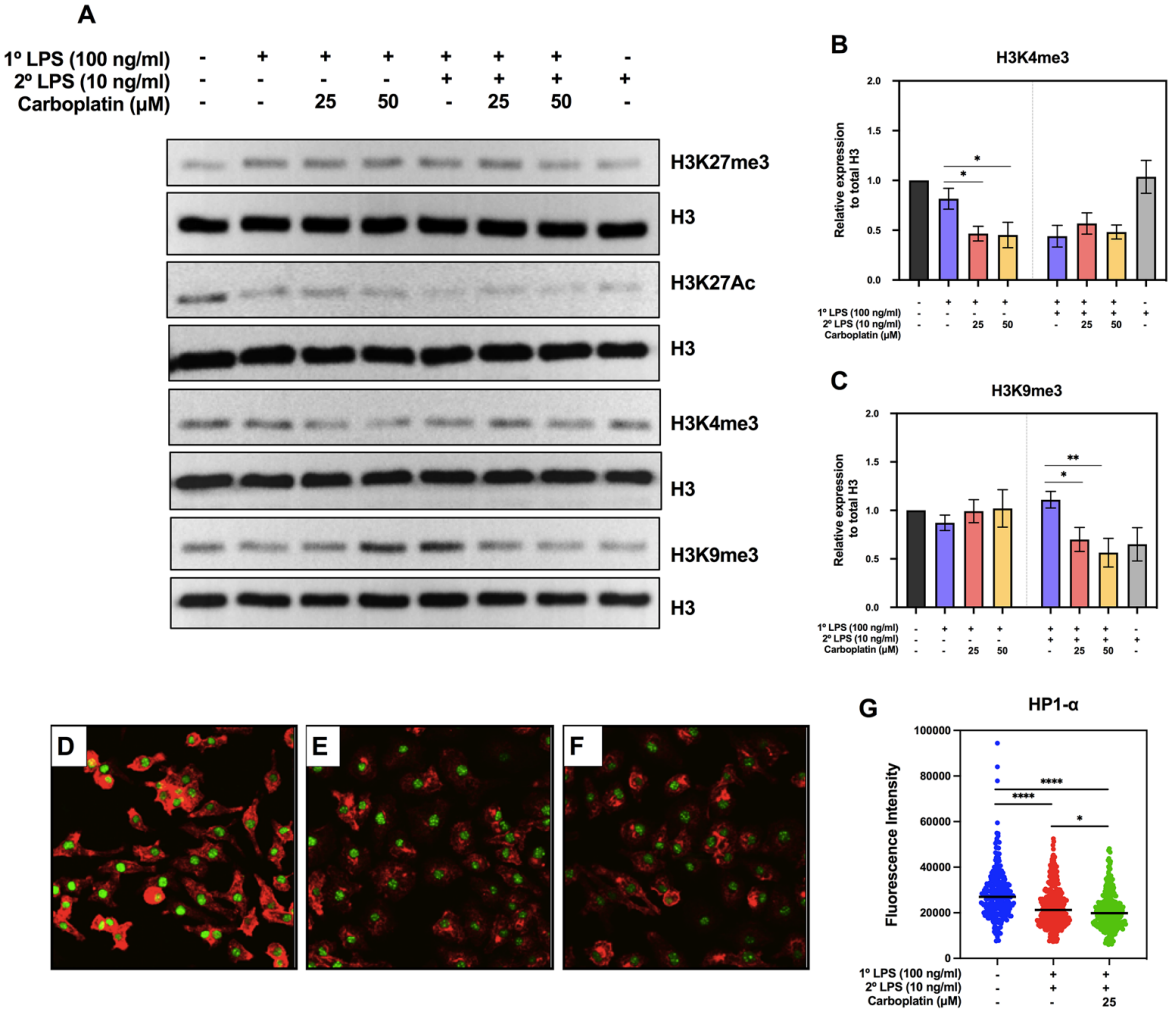
Effects of carboplatin on global histone modification profiles and the level of HP1-α. (**A**) Histone modification profiles of LPS-primed and LPS-tolerant macrophages with or without carboplatin are shown. Methylation profiles of H3K27me3, H3K27Ac, H3K4me3, and H3K9me3 expression were analyzed by western blotting. Total H3 was used as control. The data shown are representative blots of replicates (n ≥ 3). (**B**,**C**) The relative band intensities of H3K4me3 and H3K9me3 were measured by ImageJ analysis and normalized to the total H3 levels. *, ** indicate *p* < 0.05, *p* < 0.01, respectively, using one-way ANOVA. (**D**–**G**) Immunofluorescence staining of HP1-α is shown. BMDMs were stained with rabbit anti-HP1-α antibody and detected using anti-rabbit IgG antibody conjugated to Alexa Fluor^®^ 488 (green), followed by staining with phalloidin (red). (**D**) Untreated BMDMs, (**E**) LPS-tolerant BMDMs without carboplatin and (**F**) with carboplatin. The images were acquired using a confocal microscope. (**G**) Fluorescence intensity was measured and calculated based on the corrected total cell fluorescence (CTCF) method. The results shown represent the means ± SD, n = 3 and p < 0.05.

### Carboplatin decreased HP1-α in LPS-tolerant macrophages

Because we observed increased TNF-α/IL-6 in carboplatin-treated macrophages with increased global H3K9me3 levels, we asked whether carboplatin affects the levels of HP1-α, which is associated with H3K9me3-mediated gene silencing. We performed immunofluorescence staining for HP1-α with or without carboplatin in LPS-tolerant BMDMs. HP1-α was exclusively detected in the nuclei under all conditions. The level of HP1-α fluorescence intensity in LPS-tolerant macrophages was significantly decreased compared to the control (Fig. 5D–F and G). More importantly, the immunofluorescence intensity was significantly decreased under carboplatin treatment in LPS-tolerant macrophages (Fig. 5G).

### Changes in the transcripts of H3K9 modifying enzymes induced by carboplatin

Based on the effects of carboplatin observed thus far, we next asked whether H3K9-modifying enzymes were altered by carboplatin treatment. Enzymes that mediate H3K9 modification include lysine methyltransferase enzymes encoded by *suv39h1*, *ehmt1*, and *setdb2*; the demethylase enzyme *kdm4d*; and the HP1-α encoding gene, *cbx5*. During the LPS priming period, we did not find significant differences in the expression of any of the methyltransferase enzyme genes or the HP1-α-encoding gene *cbx5*. However, the demethylase enzyme *kdm4d* was highly upregulated in carboplatin-treated macrophages (Fig. 6A). Upon 3 h incubation with secondary LPS (the procedure scheme shown in Fig. 1A), we found significantly lower *setdb2* transcripts (approximately 9% reduction) and higher *kdm4d* mRNA levels in carboplatin-treated cells than in control cells (Fig. 6B). We then further investigated the expression of these H3K9-modifying enzyme encoded genes in which the re-exposure time was extended to 24 h. As expected, the level of *cbx5* and *suv39h1* were significantly decreased in carboplatin treated cells than control LPS tolerant macrophage. The *kdm4d* remained up-regulated upon carboplatin treatment for 24 h. To our surprise, the treatment with carboplatin for 24 significantly increased the level of *setdb2* comparing to the LPS tolerant macrophages without carboplatin (Fig. 6C). Taken together, these results suggested that carboplatin treatment during LPS priming may alter H3K9me3 modifications by enhancing the expression of the demethylase-encoding gene *kdm4d* and reducing the expression of the methyltransferase-encoding gene *setdb2* and *suv39h1* with different temporal kinetics.

**Figure 6:**
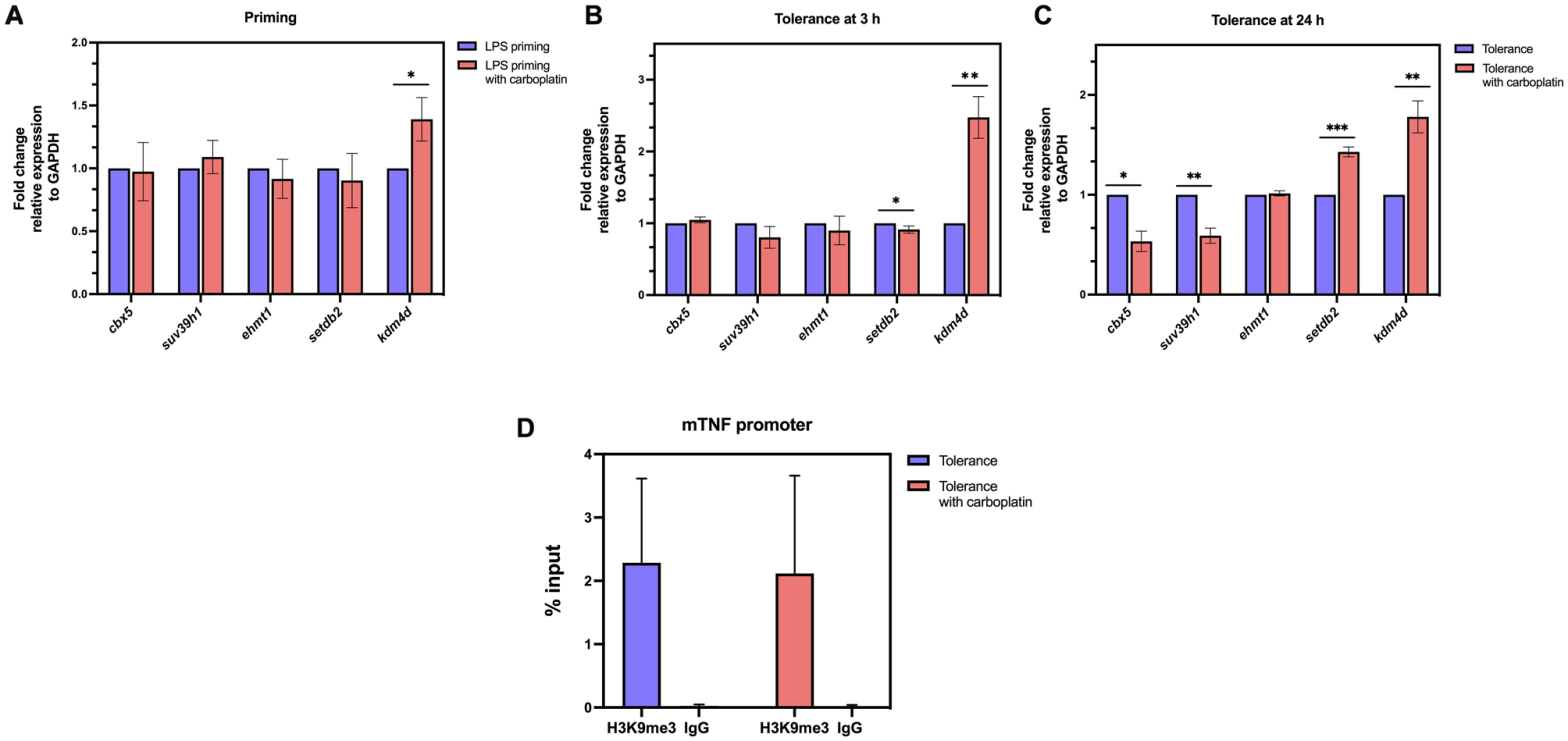
Effects of carboplatin on the expression of genes encoding H3K9-modifying enzymes. (**A**,**B**) BMDMs were primed and challenged with LPS as described. The relative expression of the following genes encoding H3K9-modifying enzymes was quantified by RT-qPCR: the HP1-α encoding gene *cbx5;* methyltransferase enzyme coding genes *suv39h1, ehmt1,* and *setdb2;* and the demethylase enzyme encoding gene *kdm4d*. (**A**) LPS-primed BMDMs and (**B**,**C**) LPS-tolerant BMDMs at 3 h or 24 h. Transcript levels are expressed relative to the untreated control after normalization to the housekeeping gene *gapdh.* Experiments were performed in at least 2 biological replicates. *, **, ***, **** indicate *p* < 0.05, *p* < 0.01, *p* < 0.001, *p* < 0.0001, respectively, using one-way ANOVA. (**D**) ChIP-qPCR of H3K9me3-associated DNA spanning the *tnf-α* promoter. BMDMs were treated as indicated with or without carboplatin. Cells were fixed and prepared according to the SimpleChIP^®^ Enzymatic Chromatin IP kit. The promoter enrichment quantification was normalized to a 2% input. Rabbit anti-IgG antibody was used as negative control. The assay was conducted in 3 biological replicates.

Finally, we aimed to determine whether H3K9me3 modification influences the production of TNF-α in carboplatin-treated tolerant macrophages by performing ChIP-PCR at the cis-regulatory regions of the *Tnf* gene. Unexpectedly, we found no differences in the level of H3K9me3 associated with the *Tnf* promoter in the control and carboplatin-treated macrophages (Fig. 6D).

## Discussion

In this study, we reported the effect of a platinum-containing anticancer chemotherapy drug, carboplatin, on the response of macrophages to LPS and LPS tolerance. Carboplatin treatment increased IL-6 production during LPS priming and rescued the repressed production of TNF-α and IL-6 during LPS tolerance. This effect of carboplatin did not involve its impact on cell viability or the immediate signaling pathways downstream of TLR4. Transcriptomic analysis by GSEA revealed that carboplatin treatment increased the hallmark gene sets associated with the p53 pathway and decreased those associated with the glycolysis pathway. Histone modifications were altered, which indicated the involvement of epigenetic modifications. Because carboplatin is used to treat some solid tumors, the impact on macrophage responses highlights its potential systemic influences on immune responses.

Transcriptomic approaches pointed out the likely mechanism by which this drug modified the macrophage response to LPS. Carboplatin and related chemotherapeutic drugs are known to inhibit DNA/RNA synthesis by forming adducts with DNA and disturbing its structure, which eventually leads to cell death^23^. We noticed that *smarcd3* was upregulated upon carboplatin treatment in LPS-primed macrophages (Table 1). This gene encodes an actin-dependent regulator of chromatin and is involved in the SWI/SNF (SWItch/Sucrose Non-Fermentable) complex^24^. The SWI/SNF complex changes chromatin by repositioning nucleosomes, emitting nucleosome octamers or expelling histone dimers^25^. A previous study revealed low proliferation rates in SMARCD3-depleted cells, reflecting a failure of cell cycle progression^26^. Moreover, p21 accumulated in SMARCD3-depleted cells, but the cell cycle was not halted, resulting in the accumulation of unrepaired DNA damage. Therefore, based on our data, increase in the expression of *smarcd3* by carboplatin treatment potentially results in a remodeling of chromatin and a subsequent alteration in gene expression in response to LPS.

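Among p53 target genes, Cdkn1a rose from 913 ± 310 to 1660 ± 621 normalized counts with carboplatin in LPS-primed BMDMs (SD, n = 3), and from 739 ± 284 to 1216 ± 244 in LPS-tolerant BMDMs. Its log2FC values were 0.86 (SE 0.36, adjusted p = 0.592) and 0.72 (SE 0.36, adjusted p = 0.769), and with the replicate block the adjusted p was 0.0394 and 0.0661. Ccng1, which Nudcd2 overlaps on the opposite strand, had log2FC values of 0.75 (SE 0.23) and 0.48 (SE 0.23), higher in 3 of 3 pairs of both states. The log2FC of Mdm2 was 0.45 (SE 0.13, adjusted p = 0.228, and 0.0522 with the block) in LPS-primed and 0.15 (SE 0.13) in LPS-tolerant BMDMs, where it was higher in 2 of 3 pairs.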

Remarkably, the hallmark p53 pathway was one of the positively regulated pathways in carboplatin treatment in both the LPS priming and tolerance states. P53 is crucial in oncogenesis prevention, but its roles in macrophage function and inflammation are not well understood. A previous study reported that when BMDMs are polarized to the M2 subtype (alternatively activated macrophages), they have increased endogenous p53 activity^27^. M2-polarized macrophages were found to be necessary for the development of tolerance to LPS^28^. More importantly, tolerance to LPS was associated with decreased p53 activity^27^. Conversely, p53 activation by exposure to Nutlin-3a, a small-molecule MDM2 inhibitor that destabilizes the MDM2-p53 complex, reduces tolerance development.

Another hallmark pathway related to glycolysis was also negatively regulated. LPS treatment leads to glycolytic reprogramming of murine macrophages, which is required for cell survival and anti-inflammatory cytokine production^29^. In addition, among the small subset of upregulated genes, *nr4a2* (*nurr1*), a gene encoding orphan nuclear hormone receptor, was highly upregulated by carboplatin treatment during LPS priming. NR4A2 promotes alternative polarization of macrophages and protects mice against sepsis^30^. Therefore, it is possible that carboplatin treatment may result in decreased glycolytic reprogramming that affects the LPS response and leads to the switch to an M2-like phenotype.

Because carboplatin treatment can lead to cell death, we used the MTT and BrdU incorporation assays to address this in our model. No obvious cell toxicity was observed, at least for the duration of our experiments, but a significant decrease in BrdU uptake was found. Macrophages are believed to be terminally differentiated and do not actively undergo cell division. Recent evidence indicates that macrophages maintain homeostatic proliferation in the presence of mitogens such as CSF-1 in a Myc-dependent manner. Proinflammatory stimuli, however, counteract this proliferation by suppressing Myc expression^31^. This result is consistent with our BrdU assay, where unstimulated BMDMs took up more BrdU than LPS-primed cells. More importantly, upon carboplatin treatment, LPS-tolerant macrophages halted BrdU incorporation. This is consistent with our data reporting that the G2/M checkpoint was negatively regulated.

Recent evidence has shown that the activation of p53 regulates several H3K9 methylation enzymes^32^. p53 directly induces the H3K9 demethylase, Jumonji domain 2 family demethylase (JMJD2b), via promoter binding and indirectly downregulate the expression of H3K9 methyltransferase SUV39H1^32^. In addition, KDM4D (also known as JMJD2D), an H3K9 demethylase, forms a complex with p53 or interacts with the p53 DNA binding domain, where its catalytic activity is required to stimulate p53-dependent transcription^33^. In agreement with our data, the H3K9 methyltransferase-encoding gene *setdb2* was downregulated, while *kdm4d*, a gene encoding the H3K9 demethylase, was more highly expressed in the presence of carboplatin in LPS-tolerant BMDMs. This modification of H3K9 may be partially related to the positive regulation by p53. SETDB2-specific depletion in macrophages impaired the transition from inflammatory to reparative macrophages. Trimethylation of H3 by SETDB2 was reported to be at the NF-κB binding sites in the promoters of inflammatory cytokine genes and subsequently repressed transcription^34^. Based on our results, the s*etdb2* expression is down-regulated at the early time but increased after 24 h while the *suv39h1* was dramatically repressed. This result may indicate that the dynamic changes in enzyme levels that can modulate H3K9, together with the decreased *cbx5*, are responsible for reduced H3K9me3. Taken together, we propose that carboplatin treatment rescues the production of proinflammatory cytokines in LPS-tolerant macrophages by inducing dynamic changes in histone lysine methyltransferases KDM4D and SUV39H1 (only at late timepoint) and SETDB2 (only at early time point), thereby modifying the level of H3K9me3. Taken together, we propose that carboplatin treatment rescues the production of proinflammatory cytokines in LPS-tolerant macrophages by inducing the KDM4D and reducing SETDB2, SUV39H1, thereby modifying H3K9me3.

Heterochromatin protein 1 (HP1) is a transcriptional corepressor associated with heterochromatin formation. It recognizes and binds to H3K9me3^35^. However, the mechanisms underlying HP1-induced heterochromatin are not well defined. This self-maintaining mechanism of HP1-bound H3K9me3 amplifies the silencing effect of HP1 along areas in its vicinity. Previous evidence has shown that the reduced HP1-α levels in VSMCs was consistent with lower levels of SUV39H1^36^. Additionally, carboplatin has been indicated to potentially inhibit HP1-α expression in YB5 cells^13^. Therefore, we suggest that carboplatin drove the reduction in HP1-α, leading to increased instability of HP1-bound H3K9me3.

Based on our observations, global H3K4me3 and H3K27Ac were decreased, while H3K9me3 increased upon LPS re-exposure compared to primary LPS stimulation (Fig. 5A), and carboplatin treatment slightly reversed this trend. Carboplatin appears to affect a specific set of genes, termed tolerizeable genes, by increasing their expression while leaving nontolerizeable genes unaltered (Supplementary Fig. S9). H3K9me3 can be found at poised enhancer sequences^37^. It has also been shown that before stimulation, bone marrow-derived DCs have low levels of H3K9me3 at their *Mdc* and *Il12b* promoter loci, while H3K9me3 is enriched in their enhancer regions^38^. Moreover, it has been reported that KDM4D (JMJD2D) demethylates H3K9me3 around enhancers upon stimulation^38^. Since we observed global H3K9me3 by western blot, it is possible that H3K9me3 marks were not present in the promotor of *tnf-α* but on its enhancer.

The limitation of our study is the unexplored effect of carboplatin in vivo where LPS tolerance is observed such as in sepsis. Sepsis is a systemic inflammatory condition when massive cytokine storms in response to infection is followed by depressed immune response called immune paralysis^39^. Animal models such as two-hit cecal ligation and puncture (CLP), may be used to test whether carboplatin can rescue immune paralysis phenotypes^40^. One caveat here is that carboplatin treatment may have hematopoietic toxicity which results in reduced immune cell output, such as neutropenia^41^. Therefore, systemic application of carboplatin may negatively affect viability hematopoietic cells which may complicate the interpretation of the outcomes.

Based on our findings, we propose a mechanism by which carboplatin affects LPS tolerance, as shown in Supplementary Fig. S10. Carboplatin treatment increases p53-related signaling cascades, leading to disrupted cell cycle progression. In addition, the treatment leads to drastic changes in histone modifying enzymes that drive transcription of tolerizeable genes in LPS-tolerant macrophages. This finding may have implications for the side effects on innate immune memory of carboplatin treatment in cancer patients.

## Materials and methods

### Bone marrow-derived macrophages (BMDMs)

Female mice (C57BL/6; Nomura Siam International, Thailand) were used in this study. Mice were humanely sacrificed using inhalant anesthetic isoflurane overdose. BMDMs were harvested from the femurs and tibias by flushing. Bone marrow cells were cultured for 7 days in Dulbecco's modified Eagle's medium (DMEM, HyClone, Logan, UT, USA) supplemented with 10% (v/v) fetal bovine serum (Gibco, Grand Island, NY, USA), 1% (w/v) sodium pyruvate, 1% (w/v) HEPES, 100 U/ml pen/strep, 20% L929 cell conditioned media and 5% horse serum. On day 7, macrophages were resuspended at a density of 1 × 10^6^ cells/ml, and plated at 2 × 10^5^ cells were plated in culture plates and allowed to adhere for 16–18 h prior to use. All experimental procedures involving laboratory animals were approved by the Institutional Animal Care and Use Committee (IACUC) of the Faculty of Medicine, Chulalongkorn University (approval protocol No. 025/2562). All experiments were performed according to the guidelines issued by the IACUC.

### LPS and carboplatin treatments

BMDMs were pretreated with carboplatin (25 or 50 µM) (Selleckchem, Houston, TX USA) or vehicle control in BMDM differentiation media (BMM) for 1 h prior to *Salmonella* spp*.* LPS (Sigma Aldrich, St. Louis, MO, USA) stimulation (100 ng/ml) for 24 h. After 24 h incubation, media were removed, fresh media with LPS (10 ng/ml) was added, and the cells were cultured for 3 or 24 h as indicated^42^. Supernatants were collected for ELISAs. A schematic of the procedure is shown in Fig. 1A.

### Enzyme-linked immunosorbent assay (ELISA)

The amount of TNF-α and IL-6 was quantified in culture supernatants from BMDMs treated as indicated using mouse TNF-α ELISA and IL-6 ELISA kits (BioLegend, CA, USA) following the manufacturer’s instructions. Streptavidin HRP was used to detect bound antibodies, and TMB (Sigma Aldrich) was used as a substrate. The reaction was stopped with 1 M H_2_SO_4_. Absorbance at 450 and 620 nm was measured on a microplate reader (Thermo Fisher Scientific).

### MTT and BrdU incorporation assays

Cellular toxicity was determined using a tetrazolium dye 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium (MTT) assay (Thermo Fisher Scientific, Wilmington, DE, USA) according to the manufacturer's instructions. Briefly, BMDMs at 1 × 10^5^ cells/well were treated as indicated and incubated with 0.5 mg/ml MTT solution for 4 h at 37 °C. Formazan was dissolved in dimethyl sulfoxide (DMSO; Thermo Fisher Scientific) prior to measurement of absorbance at 540 nm by a microplate reader.

Cell proliferation was assessed by a BrdU Cell Proliferation Assay (Merck-Millipore, Germany) according to the manufacturer’s protocol. Briefly, approximately 2 × 10^5^ BMDMs were treated as described, followed by BrdU labeling for an additional 2 h. Cells were fixed and permeabilized before adding the anti-BrdU antibody. The reaction was quantified by a microplate reader at an absorbance of 450 nm.

### Reverse transcription and qPCR (RT-qPCR)

Total RNA was isolated using a Direct-zol RNA isolation kit (Zymo Research, CA, USA) and reverse transcribed using RevertAid reverse transcriptase (Thermo Fisher Scientific) following the manufacturer's protocol. Quantitative real-time PCR (qPCR) was carried out using iQ SYBR^®^ Green Supermix (Bio-Rad) and a CFX Connect Real-Time PCR Detection System (Bio-Rad). Relative expression was calculated by normalizing to *beta-actin* or *gapdh* as housekeeping genes. A list of primers used in this study is shown in Supplementary Table S3. The results were calculated and presented as relative quantifications using the 2^−∆∆ct^ method.

### Western blotting

BMDMs were treated as indicated. Whole-cell lysates were prepared in RIPA buffer and subjected to western blotting. The antibodies used were rabbit anti-HP1-α, rabbit anti-H3K4me3, rabbit anti-H3K9me3, rabbit anti-H3K27me3, rabbit anti-H3K27Ac, rabbit anti-H, rabbit anti-NF-B, rabbit anti-ERK, rabbit anti-MAPK, rabbit anti-p-SAPK-JNK, rabbit anti-NF-κB, rabbit anti-ERK, rabbit anti-MAPK, rabbit anti-SAPK-JNK, mouse anti-actin, HRP-conjugated donkey anti-rabbit IgG and HRP-conjugated sheep anti-mouse IgG (all purchased from Cell Signaling Technology, Danvers, MA, USA). The signals were detected by chemiluminescence. The protein bands intensities were quantitated using ImageJ Gel Analysis program. The modified proteins were normalized to their loading controls (total forms) and relatively normalized to those of the unstimulated cells.

### Immunofluorescence staining

BMDMs were cultured at 1 × 10^5^ cells/well in 8-well chamber slides (Thermo Fisher Scientific). Cells were treated as indicated and fixed with 4% paraformaldehyde (Sigma-Aldrich), followed by permeabilization with 0.1% Triton-X 100 (Amersham Biosciences, Little Chalfont, UK). Cells were stained with rabbit anti-HP1-α antibody (Cell Signaling Technology) overnight, followed by staining with phalloidin according to the manufacturer’s instructions (Thermo Fisher Scientific). Fluorescent dye-conjugated secondary antibodies, including anti-rabbit IgG antibody conjugated to Alexa Fluor^®^ 488 (Cell Signaling Technology), were used for detection. Images were acquired with a confocal microscope (Olympus, Tokyo, Japan). Fluorescence intensity was quantified based on the corrected total cell fluorescence (CTCF) method with an open source image processing pipeline using python^43^.

### Library preparation and RNA-sequencing (RNA-Seq)

Total RNA was extracted using a Direct-zol RNA isolation kit (Zymo Research, CA, USA) following the manufacturer's protocol. Briefly, all experiments were conducted with three biological replicates. Total RNA concentration was quantified using a Nanodrop spectrophotometer (Thermo Fisher Scientific). RNA quality was assessed using the 2100 Bioanalyzer (Agilent Technology, CA, USA). RNA integrity number (RIN) scores greater than 7.0 were considered acceptable for further library preparation and RNA sequencing. cDNA libraries were prepared using a TruSeq stranded mRNA library preparation kit (Illumina, San Diego, CA, USA). The quantity and quality of the libraries were determined using a 2100 Bioanalyzer. Sequencing was carried out on a HiSeq (2 × 150 bp paired-end reads) at the Omics Sciences and Bioinformatics Center, Chulalongkorn University, Bangkok, Thailand. This study is reported in accordance with the ARRIVE guidelines.

### RNA-Seq analysis

Sequencing reads were mapped against the *Mus musculus* reference genome GRCm39. Reads were mapped and aligned with HISAT2. Reads were counted by HTSeq-count^44^. Subsequently, DEGs were compared and analyzed in R version 4.0.3 using the package DESeq2^45^. The analyses were conducted from triplicate samples. Genes were considered differentially expressed when the log_2_ fold change was < − 2 or > 2 (representing down- or upregulation, respectively) and the adjusted *p*-value was < 0.05 or 0.25, depending on conditions.

### Gene set enrichment analysis (GSEA)

Gene expression levels were converted to fold changes in gene expression over the median expression levels of the same genes on the population level. These genes were preranked in descending order and subjected to gene set enrichment analysis (GSEA)^46^ using the ‘ClusterProfiler’ R package^47^. Significantly enriched hallmark gene sets were determined using the following criteria: Benjamini–Hochberg (BH)-adjusted p-value < 0.05 and FDR q-value < 0.05.

### ChIP-qPCR

Approximately 1 × 10^7^ BMDMs were prepared and activated as described.

The SimpleChIP^®^ Enzymatic Chromatin IP Kit (Cell Signaling Technology) was used according to the manufacturer's instructions. Samples were subjected to immunoprecipitation using either rabbit anti-H3K9me3 antibody or a control IgG antibody. Fragmented DNAs were isolated from histones by Proteinase K and purified using spin columns (both from Cell Signaling Technology). DNA was used as a template for qPCR using the indicated primer sets spanning the *tnf-*α promoter (Supplementary Table S3). Fold enrichments were normalized and calculated based on the total amount of 2% input and presented as a relative quantifications using the 2^−∆∆ct^ method.

### Statistical analyses

Significant differences between two independent samples were determined by an unpaired t-test. One-way ANOVA with Dunnett’s post hoc test was used to identify significant differences among samples in one group. *p* < 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Figures.

Supplementary Tables.

## Data Availability

The datasets generated or analyzed for this study were deposited in a public database and can be found under the GEO accession number GSE179974.

# Supplementary material for: The chemotherapeutic drug carboplatin affects macrophage responses to LPS and LPS tolerance via epigenetic modifications
**Source:** Sci Rep. 2021 Nov 3;11:21574. doi: 10.1038/s41598-021-00955-7
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Carboplatin Interferes with LPS-induced Tolerance in Macrophages via Epigenetic Modifications**

Boonmee et al.

**Supplementary Figures**

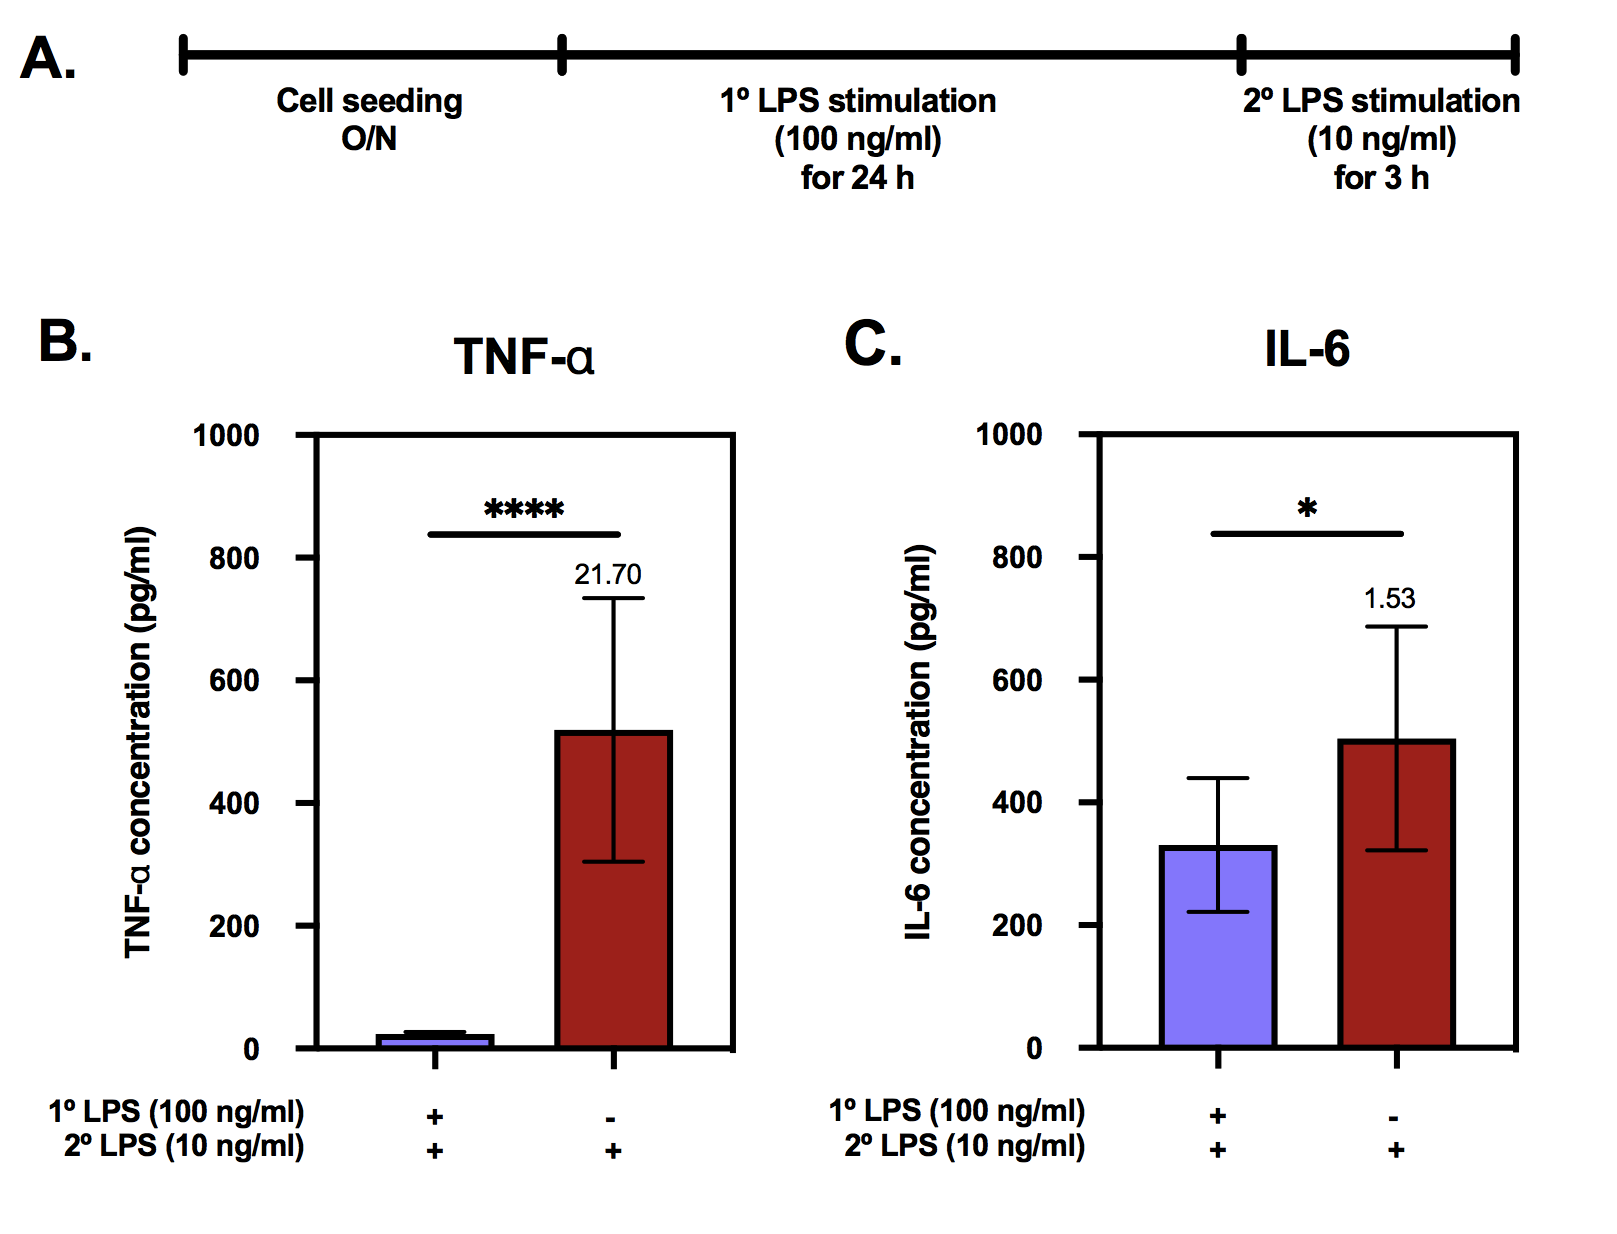

**Supplementary Fig. S1.** **TNF-α and IL-6 ELISA of LPS-stimulated macrophages.**

**(A)** Schematic protocol for treatment of LPS-tolerant macrophages. **(B, C)** Cytokine production (**(B)** TNF-α **(C)** IL-6)) from LPS-tolerant macrophages and the single dose LPS (10 ng/ml) control. Data are representative of at least 3 independent experiments. **, ****; *p* < 0.05, *p* < 0.0001, respectively, using unpaired t-test. The numbers above the bar indicate fold differences when compared with the non-treated cells.

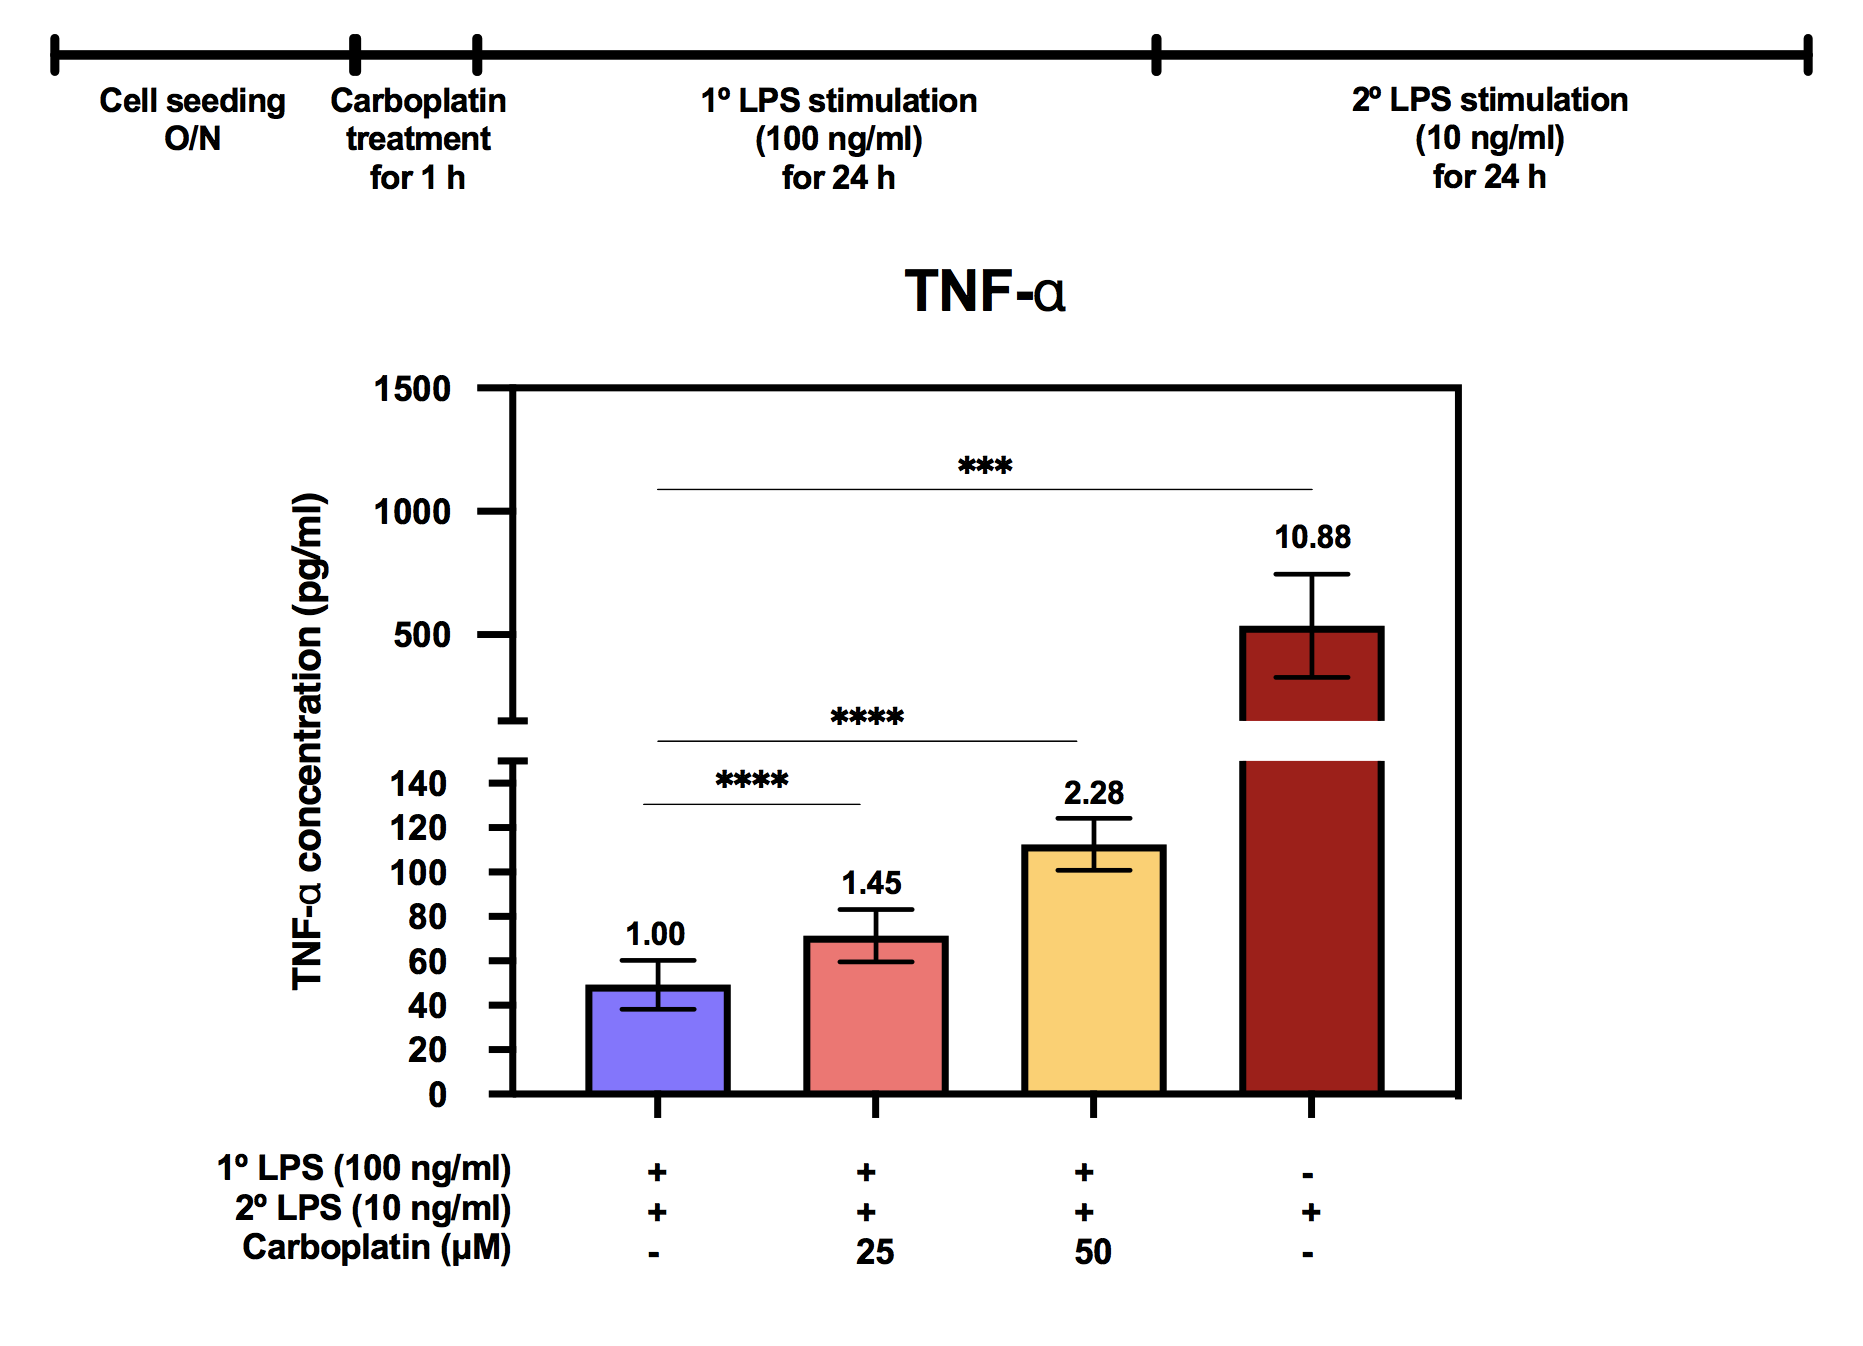

**Supplementary Fig. S2.** **Production of** **TNF α in LPS-tolerant macrophages with or without carboplatin after 24 hr of incubation.**

TNF-α level in carboplatin and non-treated LPS-tolerant macrophages after 24 h of incubation in the secondary LPS stimulation. Data are representative of at least 3 independent experiments. ***, ****; *p* < 0.001, *p* < 0.0001, respectively, using One-way ANOVA. The numbers above the bar indicate fold differences when compared with the non-treated cells.

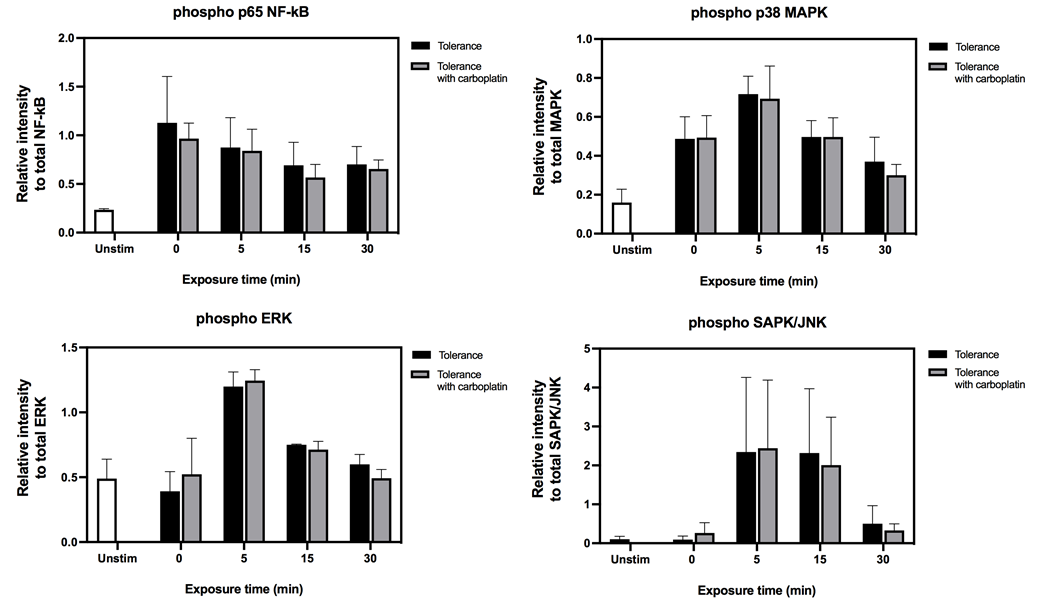

**Supplementary Fig. S3.** **Effects of carboplatin on the TLR4 signaling pathway.**

Downstream TLR-4 signaling pathway activity in LPS-primed and LPS-tolerant macrophages with or without carboplatin was detected by Western blot as described in Figure 2. The relative band intensities of NF-kB , ERK, p38, SAPK/JNK were measured by ImageJ analysis and normalized to the total level of each protein.

**
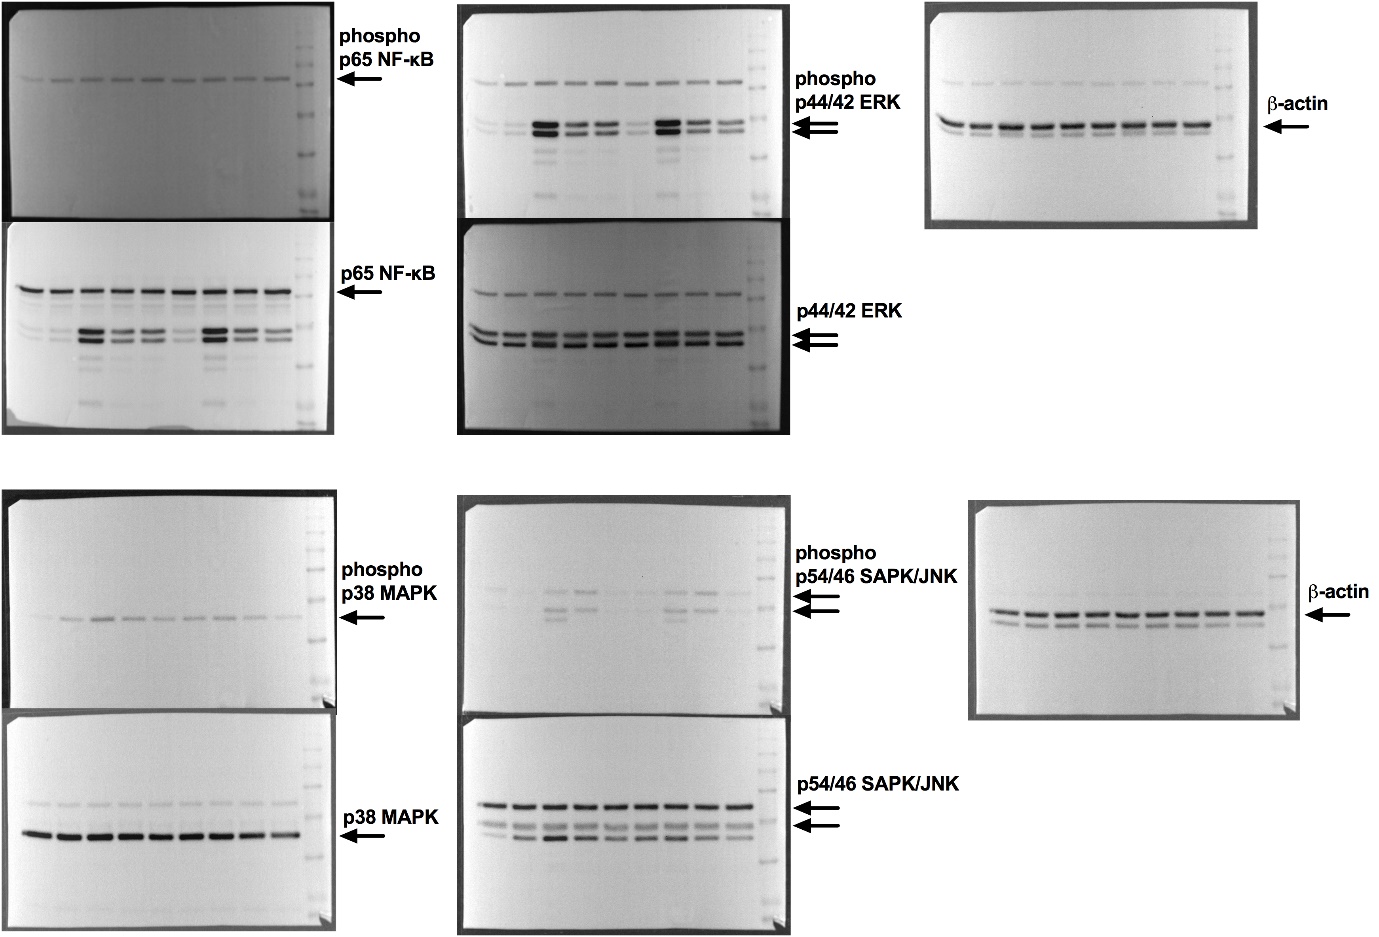
**

**Supplementary Fig. S4. Representative Western blots to investigate the effects of carboplatin on the TLR4 signaling pathway.**

Representative of unprocessed Western blots to analyze signaling pathways down stream of TLR4 as described in Figure 2 are shown.

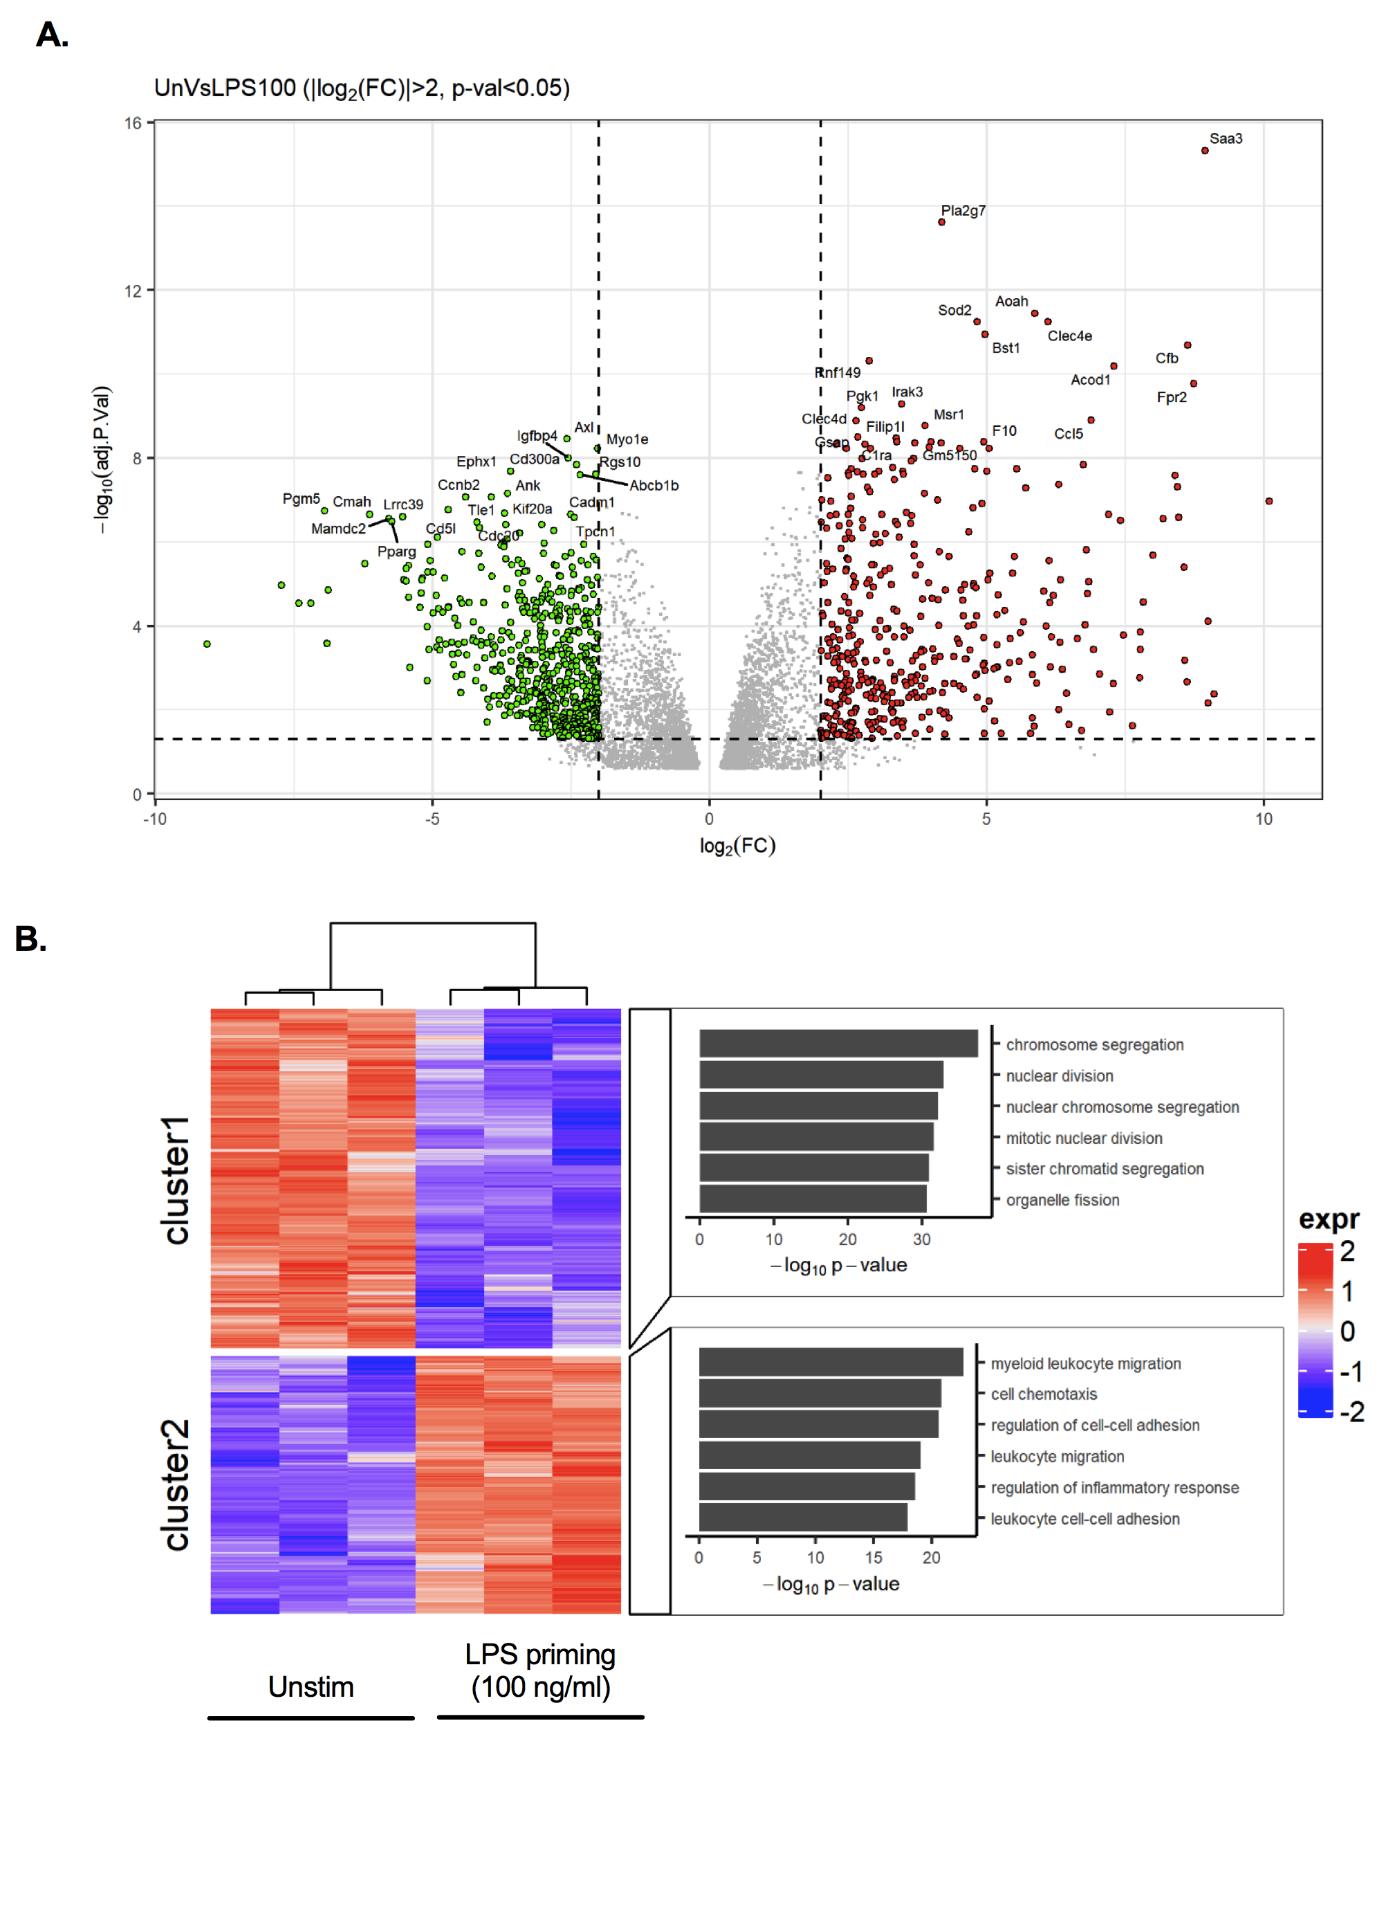

**Supplementary Fig. S5.** **Transcriptomic profiles of LPS-primed macrophages.**

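A volcano plot of this kind gives each gene a point by its log2FC and the adjusted p of the comparison, and its outer upper corners hold the DEGs. Without a limit on the log2FC, 2847 genes had an adjusted p under 0.05 between LPS-primed and unstimulated BMDMs, of which 1370 were higher and 1477 lower after priming, and 4367 passed with the replicate block. Of the 421 genes that Supplementary Table S1 lists as upregulated, 384 passed the expression filter and 365 were called, and of the 554 listed as downregulated, 440 passed the filter and 424 were called. The tested genes of the table all changed in the listed direction, with a median difference in log2FC from the paper's of 0.11 and 0.09. A further 20 upregulated and 36 downregulated genes were called here and are not in the table.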

**(A)** Volcano plot depicting DEGs of LPS-primed macrophages, compared with unstimulated cells. |log2FC| > 2, *p* < 0.05. **(B)** Heatmap and the GO-terms associated with DEGs.

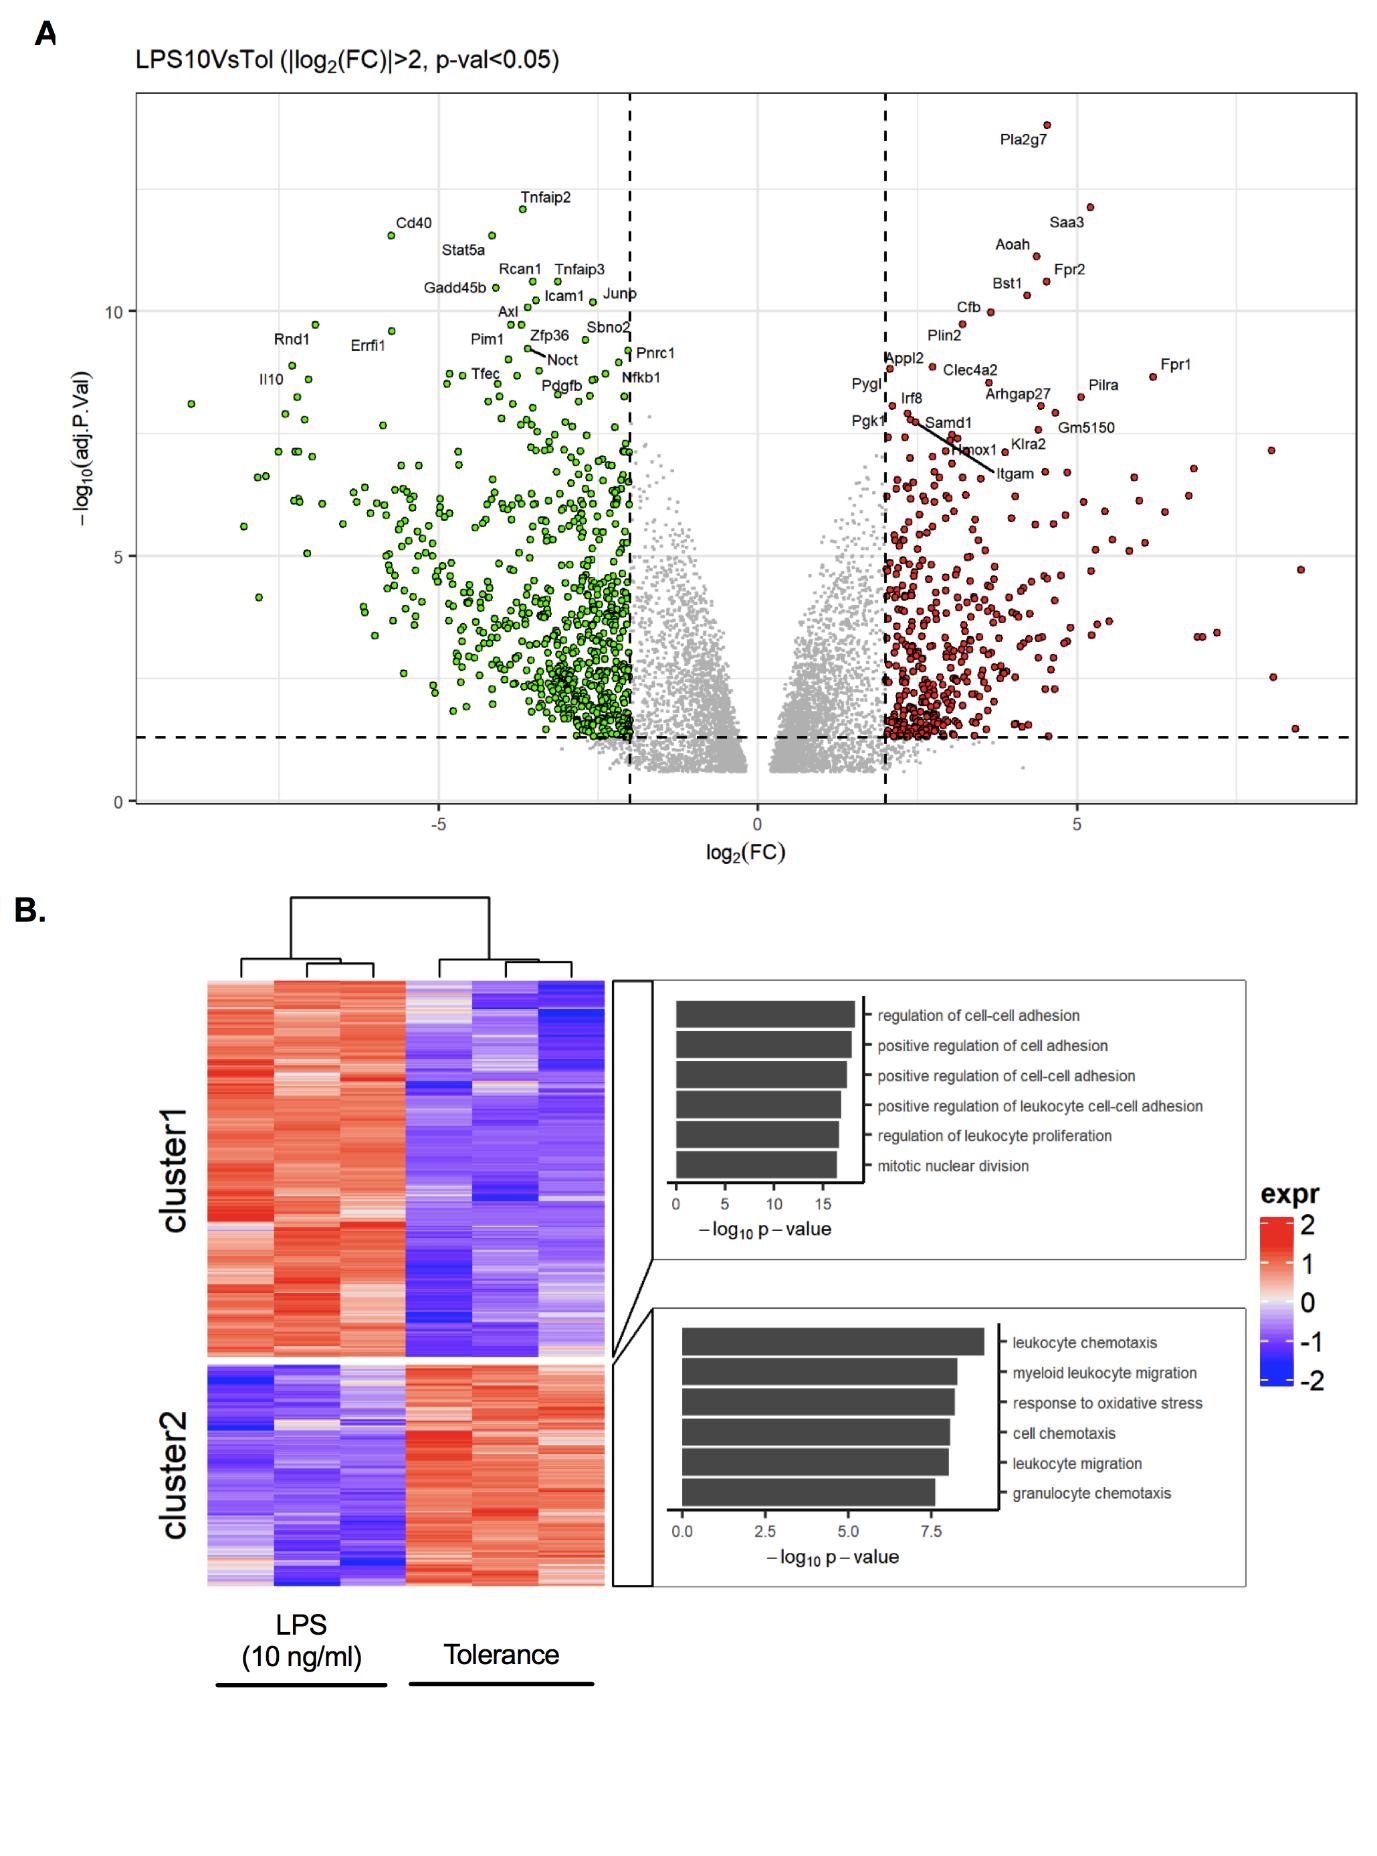

**Supplementary Fig. S6.** **Transcriptomic of LPS-tolerant macrophages.**

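In the comparison of LPS-tolerant with LPS-stimulated (10 ng/ml) BMDMs, 3900 genes had an adjusted p under 0.05 at any log2FC, with 1833 higher and 2067 lower in LPS-tolerant BMDMs, and 5380 passed with the replicate block. Supplementary Table S2 lists 403 genes as upregulated, of which 354 passed the expression filter and 316 were called. It lists 685 genes as downregulated, of which 564 passed the filter and 539 were called. The median difference in log2FC from the paper's was 0.12 and 0.08, and 20 upregulated and 34 downregulated genes were called that the table does not list.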

**(A)** Volcano plot depicting DEGs of LPS-tolerant macrophages, compared with LPS stimulated control. |log2FC| > 2, *p* < 0.05. **(B)** Heatmap and the GO-terms associated with DEGs.

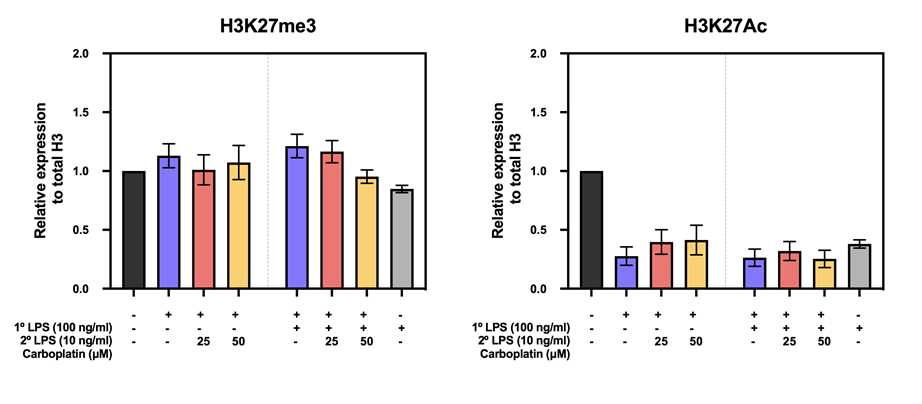

**Supplementary Fig. S7. Effects of carboplatin on global histone modification profiles of H3K27me3 and H3K27Ac.**

Histone modification profiles of LPS-primed and LPS-tolerant macrophages with or without carboplatin were examined as described in Figure 5 and the relative band intensities of H3K27me3 and H3K27Ac were measured by ImageJ analysis and normalized to the total H3 levels.

**
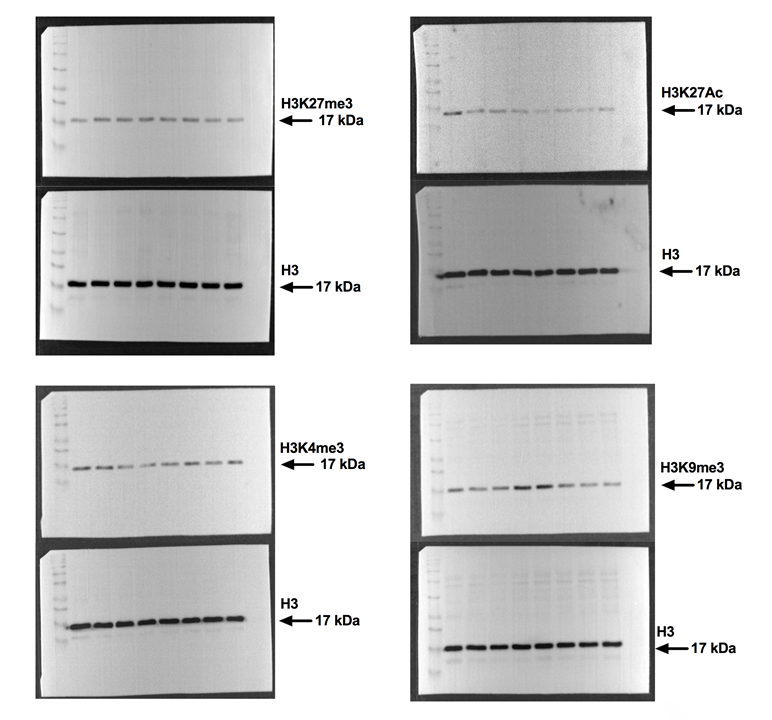
**

**Supplementary Fig. S8. Representative Western blots to investigate the effects of carboplatin on the TLR4 signaling pathway.**

Representative of unprocessed Western blots to analyze the levels of histone profiles as described in Figure 5 are shown.

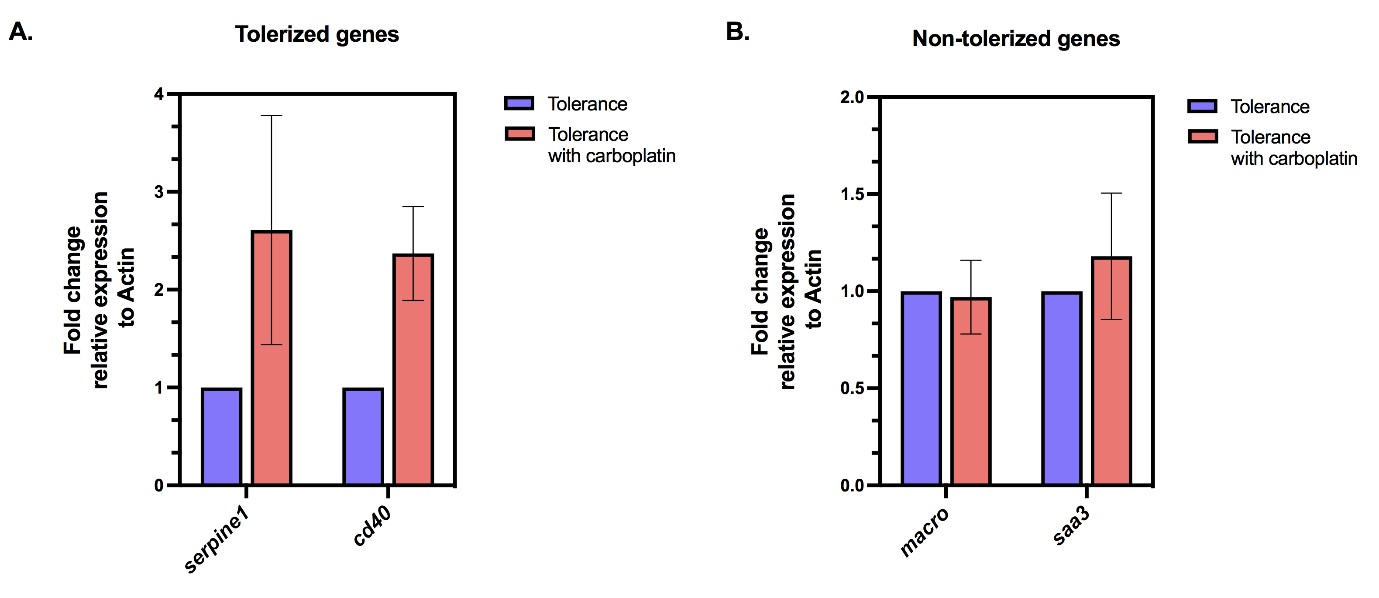

**Supplementary Fig. S9.** **Effect of carboplatin on tolerized and non-tolerized genes in LPS-tolerant macrophages.**

BMDMs were treated as indicated in Figure 1 to induce LPS-tolerant macrophages. **(A)** The relative expression level of tolerized genes; *serpine1* and *cd40*. **(B)** non-tolerized genes; *macro* and *saa3* were measured by RT-qPCR. Actin was use as control. Statistical analysis was performed by unpaired t-test, *p* > 0.05.

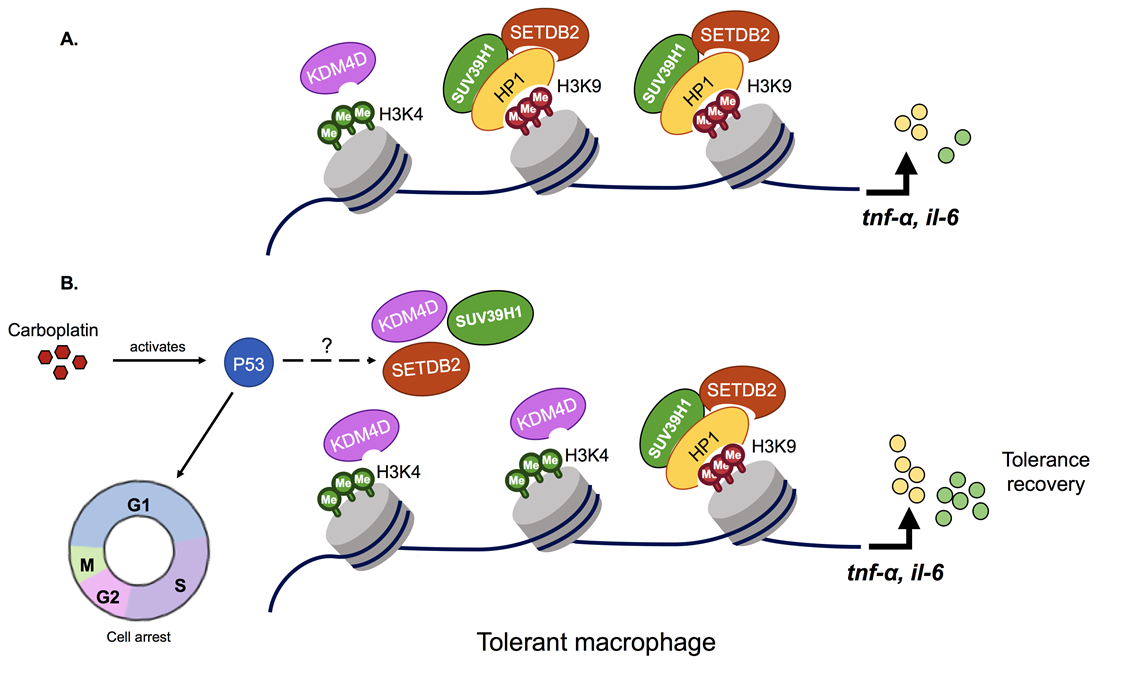

**Supplementary Fig. S10.** A proposed model how carboplatin affects LPS tolerance in macrophages. The figure is prepared by Atsadang Boonmee for this work.

How the deposited data were processed for this re-analysis (not part of the article)

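The data are counts of RNA-Seq read pairs per gene in 18 samples of mouse BMDMs, 3 biological replicates in each of 6 groups: unstimulated, LPS-primed (100 ng/ml for 24 h), LPS-primed with 25 µM carboplatin, LPS-tolerant (LPS at 100 ng/ml for 24 h, then 10 ng/ml for 3 h), LPS-tolerant with 25 µM carboplatin, and LPS-stimulated (10 ng/ml for 3 h). The 3 h of the last group are taken from Supplementary Fig. S1A. Conditions were read from the sample labels and the paper's methods. The counts were made by the authors, who aligned the reads to GRCm39 with HISAT2 and counted them per gene with HTSeq-count, and they were deposited as raw counts without normalization. The versions of these programs, the annotation and the strand option are not stated in the paper. Each sample was sequenced as its own library. Mixing of strains, reads of other organisms and reads shared between paralogs were not tested.

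Between 6869667 and 14708099 read pairs per sample were counted on genes. At this depth, a gene with 10 counts per sample has a wide sampling error, and genes with 3 counts or fewer in every sample of a group were treated as being at a floor. A fold change against such a group is computed against 3 counts and given as a lower bound, in place of the log2FC.

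Groups were compared with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test in a fit of all 18 samples with a mean for each group, TMM normalization and the default expression filter (minimum count 10, minimum total count 15). The log2FC values are those of edgeR with a prior count of 0.125, and their SE is the absolute log2FC divided by the square root of F. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean of these sizes. All adjusted p values follow Benjamini and Hochberg, over the tested genes for edgeR, DESeq2 and limma, and over the lists for gene lists. DEGs were called at the limits of the paper: |log2FC| > 2 with an adjusted p under 0.05 for the LPS comparisons and under 0.25 for the carboplatin comparisons. The difference between the carboplatin effects in LPS-tolerant and LPS-primed BMDMs was tested as a contrast of the 4 groups, at an adjusted p under 0.25 without a log2FC limit. The comparisons of LPS-tolerant with LPS-primed BMDMs and of LPS-stimulated (10 ng/ml) with unstimulated BMDMs were also made.

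The paper's text names no pairing of samples. The replicate numbers in the sample labels were used to test for one: after the group means were removed, same-numbered samples correlated at 0.35 on average between groups. A fit with the replicate number as a block therefore stands beside each comparison. Pairs are the same-numbered samples of the groups compared.

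The hallmark gene sets and GO terms of the paper were not used here. In their place, 9 gene lists were fixed before the data were examined, together with the tests, the alternatives and the rule for naming genes, except where the text says otherwise. The S-phase list (43 genes) and the G2/M-phase list (54 genes) are those of the Seurat package, written as mouse symbols. The lists of p53 targets (56 genes), TNF and NF-κB response (176), glycolytic enzymes (22), inflammatory response (169), mitotic spindle (183), Hedgehog pathway (36) and chemotaxis and migration (77) were written by hand. In the carboplatin comparisons, the lists were tested with camera from limma 3.58.1, with a correlation between genes of 0.01, two-sided, and adjusted over 18 tests. Among the DEGs of the LPS comparisons, the G2/M-phase and chemotaxis lists were tested by one-sided Fisher's exact tests against all tested genes, adjusted over 8 tests.

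The named genes are those that the paper names for an RNA-Seq comparison, the 5 with the largest log2FC in each direction among the DEGs of a comparison that changed the same way in all 3 pairs, those with the smallest adjusted p in the paper's tables, and 3 genes from each of 6 gene lists. Some genes that this rule picks are not reported here. Cabyr and Kif2c were named after their values were seen. Gene positions, lengths and overlaps are those of GENCODE vM39 on GRCm39, and 11074 (98.0%) of the 11305 tested genes had a position. The RNA-Seq values of genes that the paper measured by other assays are given under the other observations.

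The alternatives were the size factors of DESeq2 (RLE) or library size alone in place of TMM, no expression filter, at least 10 counts in every sample of a comparison, DESeq2 1.42.0, limma-voom, fits of the 6 samples of a comparison, the replicate block, a prior count of 2, other limits, fgsea 1.28.0 on genes ranked by log2FC, a correlation estimated for each gene list, and leaving out each sample in turn. Settings added after the data were seen combine limma-voom or DESeq2 with no filter, with a minimum of 0.5 or 1 CPM in 1 sample, or with the block. Other splits of the 6 samples of each comparison were tested by exchanging the 2 labels within replicates: of 10 splits into groups of 3, 4 part all same-numbered pairs, the real one included.

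The steps were tested on simulated data with 200 changed genes. At this number of samples, edgeR recovered 193 of them with 2 false calls, and the test of a difference between carboplatin effects recovered 187 with 30 false calls. Of 4 tests of changed gene lists, camera recovered 4 with 0 false calls and fgsea 4 with 1 false call, and a further 1 and 3 calls were of lists that share genes with the changed ones. The simulated genes varied independently of each other, and the changes of single genes were all larger than the log2FC limit. The simulation therefore cannot tell how often lists of correlated genes give false calls, or how many smaller changes are missed. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.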

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

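The comparison of LPS-tolerant with LPS-primed BMDMs, that of LPS-stimulated with unstimulated BMDMs and the correlation with gene length were set before the data were examined, while the test on genes of 300 kb and over was chosen after the result was seen.

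The paper's RNA-Seq results hold no comparison of LPS-tolerant with LPS-primed BMDMs, which differ by the second dose of LPS, the change of medium that came with it and 3 h of culture. At |log2FC| > 2 and an adjusted p under 0.05, 77 genes were called, 42 higher and 35 lower in LPS-tolerant BMDMs, and all changed the same way in 3 of 3 pairs. The fit with the replicate block called 108 genes, 76 of them shared. Id1 rose from 10.3 ± 6.24 to 246 ± 47.4 normalized counts (SD, n = 3), a log2FC of 4.55 (SE 0.51, adjusted p = 7.5e-05), and Fosl1 had a log2FC of 3.89 (SE 0.75). Casp12, P2ry13 and Plekhf1 were at least 5.53-, 6.06- and 5.69-fold lower. Only 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes. The other 3 gave 0 genes, with 251, 111 and 190 genes at an unadjusted p under 0.05 against 2385 in the real split. But these splits mix libraries of both conditions in each group, which lowers their counts where genes respond. In addition, 4 splits cannot give a share under 0.05, whatever the data. Scaling by library size alone gave 39 higher and 42 lower genes and moved the median log2FC of all genes from -0.01 to -0.11, so that the larger direction depends on the scaling. A response to the second dose of LPS is a hypothesis here, and the design does not part it from the change of medium and the added 3 h.

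LPS-stimulated (10 ng/ml, 3 h) and unstimulated BMDMs are not compared with each other in the paper's RNA-Seq results. The comparison gave 1352 genes, 726 higher and 626 lower after LPS, and 1381 with the block, of which 1338 were shared. Il1a had a log2FC of 11.02 (SE 1.10) and Ptgs2 of 10.74 (SE 0.94), Il6 was at least 261-fold higher, and Cnr2 was at least 39.7-fold lower, each in 3 of 3 pairs. As above, 1 of the 4 splits that part all pairs gave as many genes, and the others gave 0, with 139, 220 and 683 genes at an unadjusted p under 0.05 against 6424. With library size alone, 584 genes were higher and 957 lower (37.9% higher against 53.7%), and the median log2FC of all genes moved from -0.09 to -0.43. The share of higher genes therefore depends on the scaling, and it cannot be told which scaling holds for these cells. A response to LPS is a hypothesis for the genes themselves.

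Genes of 300 kb and over fell with carboplatin. The median log2FC of 185 such genes was lower than that of the other genes by a difference of -1.04, averaged over LPS-primed and LPS-tolerant BMDMs, and the medians themselves were -1.03 and -1.02, with 88.6% and 91.9% of the genes below 0. In the LPS comparisons, the medians of these genes were -0.21 and -0.10. Of 400 exchanges of the carboplatin labels, 2 gave a difference as large, the real labels and their mirror, so that the permutation p of 0.005 is the smallest they can give; this goes against differences between libraries of the same group. The permutation test within same-numbered pairs gave p = 0.0312, again the smallest possible. Among the 103 of these genes with at least 100 counts on average, the difference was -0.91 (permutation p = 0.005). This argues against low expression as the explanation for these 103 genes. Over all genes, the mean Spearman correlation of the log2FC with genomic length was -0.224 (-0.17 in LPS-primed and -0.28 in LPS-tolerant BMDMs), with a permutation p of 0.17, and 0.0625 within pairs. It was -0.080 with exonic length, and 0.0068 and -0.02 with genomic length in the LPS comparisons. Transcript length or RNA quality was tested by a partial correlation given expression and exonic length, which was -0.231 (permutation p = 0.015). Low expression was tested among genes with at least 100 counts on average, where the correlation was -0.214 (permutation p = 0.315), and GC content by a partial correlation of -0.225 (permutation p = 0.055). The correlation changed little under these settings, which does not rule the explanations out for the pattern over all genes. Of the genes called lower with carboplatin, 19 of 29 in LPS-primed and 24 of 38 in LPS-tolerant BMDMs were 100 kb or longer. The share among all genes was 12.2% (two-sided Fisher's exact test, p = 2.4e-11 and 1.8e-13). A candidate explanation is that carboplatin slows transcription along long genes, and the tests differ in how far they bear on it: the permutation p is 0.005 for genes of 300 kb and over, a limit chosen after the result was seen, 0.015 for the correlation given expression and exonic length, and 0.17 for the correlation over all genes. Sampling of intronic reads and differences in nuclear RNA between libraries were not tested.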

How the results depend on the processing

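The settings that combine limma-voom or DESeq2 with no filter, a CPM minimum or the replicate block, and the partial correlation given GC content, were chosen after the results were seen. Where a result changed, the cause was not tested.

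The counts of DEGs changed most with the limits and with the filter. With |log2FC| > 1, the counts were 1726 for LPS-primed against unstimulated BMDMs, 2271 for LPS-tolerant against LPS-stimulated, 91 and 112 for carboplatin in LPS-primed and LPS-tolerant BMDMs, 377 for LPS-tolerant against LPS-primed and 3553 for LPS-stimulated against unstimulated. With at least 10 counts in every sample, they were 441, 476, 7, 12, 42 and 755. At an adjusted p under 0.05, carboplatin gave 11 and 17 DEGs. Without one sample, the counts ranged from 766 to 877, 850 to 937, 11 to 40, 18 to 63, 55 to 75 and 1281 to 1535 in the same order. The other alternatives kept the LPS counts within 1.5 times, except limma-voom on the 6 samples for LPS-tolerant against LPS-primed (51).

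In LPS-primed BMDMs, carboplatin gave 46 DEGs with DESeq2, 16 with limma-voom on all samples, 12 with limma-voom and 19 with edgeR on the 6 samples, and 65 with the replicate block. Of the added settings, DESeq2 without a filter and with the block gave 48, and limma-voom without a filter and with the block 119. In LPS-tolerant BMDMs, the counts were 20 with limma-voom on all samples and 20 on the 6 samples, 23 with edgeR on the 6 samples, 82 with the block, 28 with a prior count of 2, and, added, 26 with limma-voom at 1 CPM and 127 with limma-voom without a filter and with the block. The carboplatin calls thus depend on the test, the filter and the block. The difference between the 2 states gave 0 genes under all settings run, with 1.16% of the genes at an unadjusted p under 0.05 against 5% by chance.

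Of the 18 gene list tests, 9 passed, 11 with the block, 11 with fgsea and 9 to 11 without one sample, but 0 with the correlation estimated for each list (5 at an unadjusted p under 0.05). Under that setting the adjusted p in LPS-primed BMDMs was 0.33 for S-phase genes, 0.17 for G2/M-phase, p53 and TNF and NF-κB genes and 0.262 for mitotic spindle genes, and in LPS-tolerant BMDMs 0.455 for S-phase genes and 0.17 for G2/M-phase, p53 and mitotic spindle genes. With fgsea, the inflammatory response passed in LPS-primed BMDMs (adjusted p = 0.0015), glycolysis turned upward (0.757) and chemotaxis turned upward (0.00336, and 0.932 on the 6 samples). The inflammatory response turned upward in LPS-tolerant BMDMs with the block (0.97). Hedgehog genes passed there with the block (0.0234) and on the 6 samples (0.0365). Without one sample, the adjusted p in LPS-primed BMDMs ranged from 0.0907 to 0.752 for glycolysis and from 0.238 to 0.921 for chemotaxis, which both turned upward in some fits. In LPS-tolerant BMDMs it ranged from 2.8e-06 to 0.167 for S-phase genes, 0.00146 to 0.94 for TNF and NF-κB genes and 0.00918 to 0.439 for glycolysis. There it also ranged from 0.28 to 0.926 for the inflammatory response, 0.00999 to 0.417 for Hedgehog genes and 0.00193 to 0.80 for chemotaxis. The direction of TNF and NF-κB genes turned in 1 of these 6 fits and that of the inflammatory response in 3. The lists of G2/M-phase, p53 and mitotic spindle genes passed in all of these fits in both states, as did S-phase and TNF and NF-κB genes in LPS-primed BMDMs.

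Among the DEGs of the LPS comparisons, the G2/M-phase and chemotaxis enrichments kept their side of the threshold under all 3 alternatives, except that of chemotaxis genes among genes lower after priming, whose adjusted p was 0.325 with |log2FC| > 1 and 0.108 with the block. The correlation of the carboplatin log2FC with gene length passed given expression and exonic length (-0.231) and, added, given GC content with the block (-0.227), and ranged from -0.289 to -0.129 without one sample.

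Of 135 values of named genes, 86 kept their direction and their side of the adjusted p limit under the alternatives run for them. Library size alone, a count minimum in every sample, limma-voom with the filter and the larger prior count were not among these. The log2FC limit was not part of this rule. Leaving out a sample brought Trappc9 to -1.94, Bbs9 to -1.93, Lrba to -1.91 and Macrod1 to -1.74 with carboplatin in LPS-tolerant BMDMs. These log2FC values fall short of that limit. The values that changed had 167 changes: 122 weaker, 24 stronger and 21 reversed. The reversed ones were close to 0 or varied widely. Nfkbia in LPS-primed BMDMs had a log2FC of -0.00080 on the 6 samples, -0.0072 with the block and, added, -0.0028 with limma-voom without a filter. Without one sample, the log2FC with carboplatin in LPS-primed BMDMs ranged from -0.13 to 0.085 for Nfkbia, -0.068 to 0.54 for Cbx5, -0.070 to 0.11 for Ehmt1, -1.03 to 0.062 for E2f8 and -0.23 to 0.0073 for Ldha. In LPS-tolerant BMDMs it ranged from -0.74 to 0.082 for Cbx5, -0.13 to 0.043 for Ehmt1, -1.36 to 2.22 for Il6, -0.69 to 0.27 for Marco and -0.052 to 0.30 for Nfkbia.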

Differences from the paper's values

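A gap is called closed here where a count lies within 1.5 times the paper's, or a log2FC within 1 SE of the paper's, which leaves room for values that remain apart.

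For carboplatin in LPS-primed BMDMs, 1 upregulated DEG was called, against the paper's 4. Of the alternatives set before the data were examined, the replicate block gave 6, which is within 1.5 times the paper's count, but 0 of the paper's 4 genes were among them. The others, with 0 to 2, did not close the gap. Of settings chosen after seeing the values, limma-voom without a filter gave 5, limma-voom with a minimum of 0.5 CPM 4 and limma-voom on the 6 samples without a filter 4.

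For carboplatin in LPS-tolerant BMDMs, 6 upregulated DEGs were called, against the paper's 10. The alternatives set before the data were examined that closed the gap were DESeq2's size factors in edgeR (7), no filter (8), DESeq2 on all samples (9), |log2FC| > 1 (9), and leaving out LPS-tolerant replicate 1 (10) or LPS-tolerant replicate 3 with carboplatin (8). These are counts alone: 4 of the paper's 10 genes were among the 6 called here, 6 without a filter and 5 with DESeq2 on all samples, and the other 4 of these settings called 4 of the 10 and none that was missing. The other alternatives set before the data were examined did not close the gap, among them the block with 20. Limma-voom with a minimum of 0.5 CPM, chosen after seeing the values, gave 8, all among the paper's 10.

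Sox5 fell by 3.28 on the log2 scale with carboplatin in LPS-tolerant BMDMs, against the paper's 4.2. It was 9.73-fold lower, against the paper's 18. With DESeq2 on all samples (10.5-fold), the replicate block (11.8-fold) and LPS-tolerant replicate 1 left out (10.6-fold), the log2FC came within 1 SE (0.86) of the paper's, but all 3 values remained below it. DESeq2's size factors in edgeR, edgeR on the 6 samples and leaving out any of the other 5 samples did not bring it within 1 SE. Of 2 settings chosen after seeing the values, limma-voom without a filter (19.6-fold) reached the paper's value, and DESeq2 on the 6 samples without a filter (10.3-fold) came within 1 SE.

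The paper names Smarcd3 as the gene with the highest fold change in LPS-primed BMDMs, and its Table 1 lists Gm8251 with a larger logFC. Here both had too few reads for the expression filter. Smarcd3 was at least 1.55-fold higher, a bound that rests on replicate 1. Of the genes of Table 1, 12 were not called. Without a filter, edgeR called Immp2l and Cox6a2, and both DESeq2 on all samples and the block called Lrmda. The other 9, Gm8251, Smarcd3, Slc3a1, Rpl27a-ps4, Acacb, Celsr2, Nos1, Pard3b and Pdzd7, were called only under settings chosen after seeing the values: all 9 by limma-voom without a filter, with or without the block, 7 by limma-voom at 0.5 CPM, 2 by limma-voom at 1 CPM, 6 by limma-voom on the 6 samples without a filter, and Rpl27a-ps4 by DESeq2 on the 6 samples without a filter and with the block.

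Of the genes of Table 2, 20 were not called. Without a filter, edgeR called Abca13, F13a1, Gnmt, Immp2l, Rad9b, Sntb1 and Tgtp1. DESeq2 on all samples called Gfra4 and Sec31b, limma-voom on all samples F13a1 and Fry, DESeq2 on the 6 samples F13a1, and the block F13a1, Gfra4, Nrcam and Sec31b. With |log2FC| > 1, Col4a5 and Fry were called, and so they were when LPS-tolerant replicate 3 with carboplatin was left out. Leaving out replicate 2 with carboplatin called Gfra4 and Nrcam, and leaving out LPS-tolerant replicate 1 called Col4a5. Of the settings chosen after seeing the values, limma-voom without a filter called all 20, 19 with the block, 17 at 0.5 CPM, 6 at 1 CPM and 5 on the 6 samples, and DESeq2 on the 6 samples without a filter called F13a1, and 4 genes with the block.

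Of the 975 genes of the paper's Supplementary Table S1, 789 were called, and the other 186 were each called by at least one setting: 50 by edgeR without a filter, 24 by limma-voom, 20 with |log2FC| > 1, 19 by limma-voom on the 6 samples, 16 with the block, 10 with library size alone, and, chosen after seeing the values, 165 by limma-voom without a filter. Of the 1088 genes of Supplementary Table S2, 855 were called, and 231 of the others were called by at least one setting: 84 by edgeR without a filter, 48 by limma-voom, 30 by limma-voom on the 6 samples, 25 with |log2FC| > 1, 21 with the block, and, chosen after seeing the values, 209 by limma-voom without a filter. The remaining 2 genes were called by no setting.

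The paper names the inflammatory response as enriched in LPS-primed BMDMs given carboplatin. The list used here had an adjusted p of 0.447, and 0.0015 with fgsea. It names glycolysis among the lowered gene sets, and the list used here had a median log2FC of -0.06 and an adjusted p of 0.508. It names Hedgehog signaling as lowered in LPS-tolerant BMDMs, where the list used here had an adjusted p of 0.0666, 0.0234 with the block and 0.0365 on the 6 samples. These lists are not the paper's hallmark gene sets.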

Other observations

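The tests of the paper's log2FC values, of ambiguous reads and of the length and expression of genes lower in LPS-tolerant BMDMs were chosen after the result was seen.

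In the RNA-Seq counts, Tnf had 302 ± 45.4 normalized counts in LPS-primed BMDMs and 420.4 ± 75.6 with carboplatin (SD, n = 3), 2284 ± 259 in LPS-tolerant BMDMs and 2711 ± 235 with carboplatin, and 9519 ± 4593 after the single dose of LPS. Its log2FC with carboplatin was 0.48 (SE 0.29, adjusted p = 0.842) in LPS-primed and 0.25 (SE 0.28) in LPS-tolerant BMDMs, higher in 3 of 3 pairs of both. Against LPS-stimulated BMDMs, it was -2.06 (SE 0.29, adjusted p = 3.4e-05) in LPS-tolerant BMDMs. In the same comparison, the log2FC of Il6 was -2.21 (SE 1.08, adjusted p = 0.132), short of a call. With the replicate block it was -2.88 (adjusted p = 9.6e-05), and Il6 was lower in 3 of 3 pairs. Il6 varied between replicates, with 346, 14 and 63 reads in LPS-tolerant samples and 305, 49 and 82 with carboplatin, a log2FC of 0.05 (SE 1.07). In LPS-primed BMDMs, its log2FC with carboplatin was 1.46 (SE 1.11, adjusted p = 0.932, and 0.176 with the replicate block), higher in 3 of 3 pairs.

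Of the genes of H3K9 methylation, Cbx5, Suv39h1 and Ehmt1 had log2FC values with carboplatin of 0.25 (SE 0.41), -0.24 (SE 0.34) and 0.01 (SE 0.16) in LPS-primed BMDMs and of -0.31 (SE 0.42), -0.43 (SE 0.36) and -0.03 (SE 0.16) in LPS-tolerant BMDMs. Setdb2 had at most 8 and Kdm4d at most 5 reads in any sample of these groups, too few for the expression filter. In LPS-tolerant BMDMs, the log2FC with carboplatin was 0.25 (SE 0.24) for Cd40, -0.22 (SE 0.64) for Marco and -0.16 (SE 0.19) for Saa3, none past the limits. Between LPS-tolerant and LPS-stimulated BMDMs, it was -5.73 (SE 0.27) for Cd40, 7.26 (SE 0.86) for Marco and 5.17 (SE 0.23) for Saa3, each in 3 of 3 pairs.

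The glycolytic enzymes had a median log2FC of -0.13 with carboplatin in LPS-tolerant BMDMs, with 20 of 22 genes below 0 and a negative shift in 3 of 3 pairs (adjusted p = 0.0899, and 0.0527 with the block). The chemotaxis list had a median of -0.13 there, with 50 of 71 genes below 0 (adjusted p = 0.0567, and 0.0453 with the block). Its adjusted p was 0.0204 with at least 10 counts in every sample, and ranged from 0.00193 to 0.80 without one sample. The difference between the states passed for 0 of 9 lists, with 2 at an unadjusted p under 0.05, and with the block for the TNF and NF-κB genes (adjusted p = 0.0232).

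Of the 336 genes higher in LPS-tolerant than in LPS-stimulated BMDMs, 169 (50.3%) were also higher in LPS-primed than in unstimulated BMDMs at an adjusted p under 0.05, against 12.1% of all genes. Between LPS-tolerant and LPS-primed BMDMs, their median log2FC was 0.05, and 0 of them were called, with 8 at an adjusted p under 0.05. In the single-dose comparison, 178 of them fell at an adjusted p under 0.05. For many of these genes, 24 h of priming rather than re-exposure may have set their level, and their fall after the single dose contributes as well.

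The carboplatin log2FC values of LPS-primed and LPS-tolerant BMDMs correlated at 0.44 (Spearman) over all tested genes. Of 64 exchanges within same-numbered pairs, 2 gave a correlation as large, the real labels and their mirror, and the next highest was 0.32, which goes against replicate differences shared by the libraries. This p of 0.0312 is the smallest that 64 exchanges can give. Of 400 exchanges among the samples of each state, 26 gave a correlation as large (p = 0.065). A shared response to carboplatin is a hypothesis.

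In the average of both LPS-tolerant groups, 663 genes were lower than in LPS-stimulated BMDMs at the limits of the LPS comparisons. Between LPS-tolerant BMDMs with and without carboplatin, their median log2FC was -0.31 (camera, adjusted p = 1.5e-09, and 4.2e-08 with the block). Of these genes, 30.2% were above 0, and the median was negative in 3 of 3 pairs. The median lay at percentile 0 of 10000 random lists matched on length and expression, whose medians ranged from -0.07 to 0.00052 in their middle 95%. The group with carboplatin entered the average by which the genes were chosen. A gene that carboplatin raised has a higher average and passes the limit less easily, which may favor a negative median. This test therefore cannot tell whether carboplatin raises such genes as a class. All 9 gene list results past the threshold lay outside the middle 95% of such matched lists. The length of the lists' genes therefore does not account for them in full. Mitotic spindle genes in LPS-primed BMDMs lay just outside, at -0.071 against a lower edge of -0.061. Their matched lists had a median of -0.018 there and -0.045 in LPS-tolerant BMDMs, so that length and expression may account for part of these shifts.

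For the DEGs of LPS-primed against unstimulated, LPS-tolerant against LPS-stimulated, and both carboplatin comparisons, 1 split of the 4 that part all same-numbered pairs, the real one, gave as many genes, and the other splits gave 0, with 73 to 642 genes at an unadjusted p under 0.05. For the gene lists, 1 of the 4 splits in LPS-primed BMDMs gave as many lists, but 3 of the 4 splits did so in LPS-tolerant BMDMs. The test of a difference between the states gave 0 genes in 4 of 4 splits, with 1.16% of the genes at an unadjusted p under 0.05 in the real one and 46 to 64 genes in the others. The other 6 of the 10 splits part fewer pairs and were not compared. As 4 splits cannot give a share under 0.05, whatever the data, this test alone cannot settle whether a result is due to chance. The exchanged groups also mix libraries of both conditions, so that genes that respond vary within them, which lowers the counts of DEGs. For the DEGs, the 0 genes of the other splits therefore add little to the adjusted p values and the directions in all pairs. The gene list counts in LPS-tolerant BMDMs were no larger in the real split than in some of the others.

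Of the 2147 genes in the paper's 4 lists of DEGs, 85.5% had a log2FC closer to that of limma-voom on all samples than to that of DESeq2, with median differences of 0.041 and 0.126. With fits of the 6 samples of each comparison, limma-voom was closer for 87.1%, with median differences of 0.018 and 0.127. The share was 100% in both carboplatin comparisons and 98.5% for LPS-tolerant against LPS-stimulated BMDMs. For LPS-primed against unstimulated BMDMs it was lower, at 73.3%. The paper's values may therefore come from a fit close to limma-voom, while its methods name DESeq2.

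Replicate 1 had the lowest share of ambiguous reads in 6 of 6 groups (0.103 to 0.175% against 0.231 to 0.286% in the other replicates), and the first principal component of the deviations from group means (36.8% of their variance) separated replicate 1 from the others. Replicate 1 libraries may have been handled as a separate batch, but the 6 of 6 groups cannot tell this from a difference between the mice or cultures, and each group holds one such library, so that it does not coincide with a condition.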
